# *Sarcoptes scabiei* Mites Modulate Gene Expression in Human Skin Equivalents

**DOI:** 10.1371/journal.pone.0071143

**Published:** 2013-08-05

**Authors:** Marjorie S. Morgan, Larry G. Arlian, Michael P. Markey

## Abstract

The ectoparasitic mite, *Sarcoptes scabiei* that burrows in the epidermis of mammalian skin has a long co-evolution with its hosts. Phenotypic studies show that the mites have the ability to modulate cytokine secretion and expression of cell adhesion molecules in cells of the skin and other cells of the innate and adaptive immune systems that may assist the mites to survive in the skin. The purpose of this study was to identify genes in keratinocytes and fibroblasts in human skin equivalents (HSEs) that changed expression in response to the burrowing of live scabies mites. Overall, of the more than 25,800 genes measured, 189 genes were up-regulated >2-fold in response to scabies mite burrowing while 152 genes were down-regulated to the same degree. HSEs differentially expressed large numbers of genes that were related to host protective responses including those involved in immune response, defense response, cytokine activity, taxis, response to other organisms, and cell adhesion. Genes for the expression of interleukin-1α (IL-1α) precursor, IL-1β, granulocyte/macrophage-colony stimulating factor (GM-CSF) precursor, and G-CSF precursor were up-regulated 2.8- to 7.4-fold, paralleling cytokine secretion profiles. A large number of genes involved in epithelium development and keratinization were also differentially expressed in response to live scabies mites. Thus, these skin cells are directly responding as expected in an inflammatory response to products of the mites and the disruption of the skin’s protective barrier caused by burrowing. This suggests that *in vivo* the interplay among these skin cells and other cell types, including Langerhans cells, dendritic cells, lymphocytes and endothelial cells, is responsible for depressing the host’s protective response allowing these mites to survive in the skin.

## Introduction

The scabies mite, *Sarcoptes scabiei* is a medically and economically important ectoparasite of humans and other mammals worldwide. The mites live in the lower stratum corneum of the skin. All active life stages of the mite (larvae, protonymph, tritonymph and adults) are obligate permanent parasites that require host extracellular fluid (plasma) that seeps into the burrow as nutrition to live [1].

The parasite has had a long co-evolution with its mammalian hosts and has adapted multiple mechanisms for evading the host innate and adaptive immune responses. Hosts exhibit delayed inflammatory and adaptive immune responses to this parasite. In humans, clinical symptoms (skin inflammation) may not appear for 4 to 8 weeks after initial infestation. It is now clear that this delay is the result of the mite’s ability to modulate multiple aspects of the host’s inflammatory and immune responses. Some of these have been elucidated as discussed below.

Cells of the epidermis such as keratinocytes, dendritic cells and Langerhans cells (LCs) are the first cells to encounter the mite and its products. The innate inflammatory and subsequent adaptive responses of the host skin provide the first line of defense against the invasion, survival and reproduction of the mite in the skin. The mites stimulate epidermal keratinocytes and dendritic cells with molecules in their eggs, feces, excreta, saliva and other secretory products (molting enzymes and hormones), the physical activity of the chelicerae, pedipalps and legs as they burrow, and decomposing bodies after they die. However, the live mites have been observed to produce copious amounts of saliva as they burrow and this material is likely the source of immune/inflammation modulating molecules [2]. As products from the mites penetrate the dermis, they stimulate other cells including fibroblasts, endothelial cells of the microvasculature and immune effector cells including LCs, macrophages, mast cells, and lymphocytes [3]–[9]. Presumably, LCs and other dendritic cells take up and process antigens from the mites in the skin and transport them to regional lymphatic tissue where the adaptive immune response is initiated via activation of B- and T-lymphocytes.

Live scabies mites induce secretion of the anti-inflammatory cytokine interleukin-1 receptor antagonist (IL-1ra) from the cells in human skin equivalents (fibroblasts and keratinocytes) [10]. IL-1ra inhibits the activity of the proinflammatory cytokine IL-1 by binding to the IL-1 receptor that is found on many cells including T-cells, B-cells, natural killer cells, macrophages and neutrophils [10], [11].

Scabies mite extract contains molecules that suppress the expression of intercellular and vascular cell adhesion molecules (ICAM-1 and VCAM-1) and E-selectin by cultured normal human endothelial cells of the skin microvasculature [12]. This suppression would inhibit or reduce extravasation of lymphocytes, neutrophils and other cells into the dermis in the vicinity of the mite and thus hinder the host’s ability to mount a successful protective response.

Scabies mites may inhibit co-stimulatory interactions between antigen presenting cells and T-cells. Scabies mite extract induces human T-regulatory cells to produce IL-10 [13]. IL-10 acts as a potent anti-inflammatory cytokine by suppressing the secretion of proinflammatory cytokines and expression of MHC-II molecules on antigen-presenting cells. Thus, the interaction of the MHC-II-antigen complex and the T-cell receptor necessary for activation and proliferation of B-cells into antibody secreting plasma cells would be inhibited/reduced.

Spleen cells from scabies-challenged mice and mice vaccinated with scabies extract exhibited reduced gene expression for B7-2 (CD86) on B-cells and its receptor, CD28 on T-cells [14]. In addition, genes for expression of CD40 on B-cells and its receptor, CD40L on T-cells, were down-regulated. These co-signals accompany the T-cell receptor MHC-II-antigen complex coupling that activates a B-cell to become an antibody-producing plasma cell.

Human skin equivalents and monocultures of normal human epidermal keratinocytes and dermal fibroblasts increase secretion of vascular endothelial growth factor (VEGF) in response to live scabies mites and mite extracts [10], [15]. VEGF would increase vascularity and fluid (plasma) in the mite burrow in the vicinity of the mouthparts and oral opening of the mite. We believe this fluid is the main source of water and nutrition for the mite in the otherwise dry stratum corneum [1]. Evidence for this is that the mites ingest antibody from the host presumably in this plasma [16].

Scabies mite products may be able to reduce IL-8 activity in the vicinity of the scabietic lesion in two ways. IL-8 is a chemokine that is chemotactic for the extravasation of neutrophils to the site of a pathogen. Monocultures of human epidermal keratinocytes, dermal fibroblasts, microvascular endothelial cells of the skin, and dendritic cells challenged with scabies extract exhibited reduced levels of IL-8 in the media when compared to unchallenged controls [12], [15], [17], [18]. Also, there is evidence that these mites may produce an IL-8 binding protein that may reduce local IL-8 levels thereby inhibiting chemotaxis of neutrophils (unpublished).

Scabies gut serine protease inhibitors of the serpin superfamily have been found to bind to several plasma proteins in the complement cascades and block the three pathways (classical, alternative and lectin) of the human complement system [19]. Because scabies mites ingest plasma [16], inactivating host complement may protect the mite gut from complement-mediated damage. Complement inhibition may promote the pyoderma caused by group A streptococci that is often associated with scabies lesions [20].

As is evident, many aspects of the phenotypic response to these mites have been elucidated by studies of the responses of cultured keratinocytes, fibroblasts, endothelial cells, lymphocytes, monocytes and dendritic cells derived from them as well as studies of gene expression of spleen cells and cytokine profiles of lymph node cells by flow cytometry. What is clear from these studies is that mite products modulate many aspects of the host protective response. Some of these responses have been identified but there are likely many more.

In contrast to having the ability to down-regulate some aspects of the host’s protective response, extract and live mites themselves can up-regulate secretion of proinflammatory cytokines from keratinocytes, fibroblasts and endothelial cells. Thus, the actual host response seems to be a balance between events that both induce and inhibit the protective response and there seem to be many targets for modulation by molecules from the mite. The duration of the infestation and mite burden play a role in shifting this balance. There is a network of pathways involved in the host innate and adaptive immune responses to mite antigens. Scabies antigens and molecules that modulate the host response appear to influence many points in the networks.

Human skin equivalents (HSEs) consist of an epidermis of stratum corneum and proliferating keratinocytes grown above a dermis of fibroblasts in a collagen matrix and have the properties of human skin. Our previous report [10] was limited in that only the secretion of selected cytokines by HSEs was monitored. In order to facilitate identification of other possible innate phenotypic responses, in the present study we investigated the gene expression in response to live scabies mites in the same HSEs whose cytokine secretion was previously reported [10]. This allowed us to elucidate many more aspects of the inflammatory immune response to burrowing scabies mites in order to develop a broader picture of the mites’ immune and inflammation modulating ability. These data will also identify additional specific sites that may have potential for developing vaccines for the prevention and treatment of this disease.

## Materials and Methods

### Scabies Mites and Extract

Live *Sarcoptes scabiei* variety *canis* mites were collected by aspiration onto a 38 µm (400 mesh) stainless steel screen after they had migrated from skin crusts collected from infested rabbits. For inoculation onto HSEs, the live mites collected onto the screen were washed by aspiration of sequential 4 mL volumes of phosphate-buffered saline with 0.05% Tween-20, endotoxin-free water (Lonza, Walkersville, MD) and 70% ethanol. For extract preparation, mites were washed as above, killed by freezing and later were ground on ice in a Ten Broeck homogenizer in 20 volumes (W/V) endotoxin-free water as previously described [21]. The soluble material was collected following centrifugation and the supernatant (extract) was sterile filtered into sterile vials. Protein concentration of the extract was determined by the Bradford protein assay using bovine serum albumin as the standard [22].

### HSE Challenge

The HSEs used in this study are the same as those whose cytokine secretion profiles were previously reported [10]. EpiDerm EFT-400 full-thickness HSEs and medium were purchased from MatTek (Ashland, MA). Upon arrival, HSEs on their supports were transferred to new 6-well culture plates containing 3.0 mL of fresh medium per well and plates were placed in a 37°C incubator with 5–7% CO_2_. The next day, HSEs were transferred to new plates containing 5.0 mL of fresh medium. At the beginning of the experiment, one set of HSEs (n = 5) were inoculated on their surfaces with several hundred live scabies mites that had been washed and surface-sterilized with 70% ethanol. A second set (n = 5) was inoculated on the surface with 100 µg of soluble scabies extract protein. A third set (n = 4) remained uninoculated and served as controls. HSEs were maintained for 48 h at 37°C with 5–7% CO_2_. At 6, 12, 18, and 24 hours after inoculation, each HSE on its support was lifted from the well, the medium was mixed and a 550 µL aliquot was removed from the sample well and frozen at −80°C for subsequent cytokine secretion measurement as previously reported [10]. At the conclusion of the challenge, the HSE was lifted from its support and cut into pieces which were submerged in 1.5 mL of RNA*later* solution (Ambion Life Technologies, Grand Island, NY). Samples were stored at −80°C until processed for gene expression analysis.

### Gene Expression Analysis

Four HSE replicates for the uninfested control condition and five HSE replicates for each of the test conditions (live mites, mite extract) were processed for gene expression analysis. Each individual HSE was homogenized in 1 mL Trizol (Life Technologies) with the aid of a rotor-stator homogenizer. Following the manufacturer’s protocol, the aqueous phase from Trizol purification was transferred to EZNA RNA purification columns (Omega Bio-Tek, Norcross, GA) and purified using the manufacturer’s protocol. Purified RNA was DNase treated to remove any contaminating genomic DNA using Turbo DNA-Free (Life Technologies). RNA was quantified by spectrophotometry and on an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). All samples had RIN numbers >8.0.

For each sample, 50 ng was used as input for the Ambion WT Expression Kit (Life Technologies). These were hybridized to the Affymetrix Human Gene 1.0ST arrays (RNA from one HSE sample per gene chip) according to manufacturer’s protocols. Briefly, RNA was reverse transcribed using proprietary semi-random primers to generate a first strand cDNA while adding a T7 promoter and avoiding amplification of rRNA. DNA polymerase was used with this single-strand cDNA to generate double stranded cDNA, and then the RNA was degraded by RNase H. This dscDNA was then *in vitro* transcribed using T7 RNA polymerase to generate cRNA. After a bead-based purification (still using the Ambion WT Expression Kit) and performing the recommended bioanalyzer quality control (Agilent RNA Nano chip) for cRNA size, the antisense cRNA was randomly primed to generate “2nd-cycle” cDNA. The RNA was destroyed by RNase H, and the 2nd cycle cDNA was purified, again using the Ambion protocol. After another check of yield and size distribution by bioanalyzer, the 2nd cycle cDNA was labeled, fragmented, and hybridized to Affymetrix Human Gene 1.0ST GeneChips using the Affymetrix GeneChip Whole Transcript Sense Target Labeling Assay protocol (Affymetrix, PN 701880) for the 169-format GeneChips. All wash and stain reagents were also obtained directly from Affymetrix and used according to this manufacturer’s protocols and the recommended fluidics protocols (FS450_0007 on an Affymetrix Fluidics Station 450). GeneChips were scanned immediately after fluidics on an Affymetrix GeneChip 3000 7G scanner. Data from these arrays has been deposited at the Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo) and made publically available. The accession number is GSE48459.

Data analysis was carried out in AltAnalyze version 2.0 [23]. This processes raw CEL files from the scanned arrays using the RMA algorithm [24]–[26]. Probesets with DABG (detection above background) p-values above 0.5 or non-log expression below 1 were removed from the analysis. Gene expression levels were determined using constitutive probesets (to summarize exon-level data from the arrays at the gene-level). Gene annotation was derived from the current version of Ensembl [27] or release 54 in a handful of cases where the Affymetrix probe set does not correlate to a current identifier (these were pseudogenes in each case). Replicates were assigned to groups and pairwise comparisons were performed for live mites vs. controls and extract vs. controls.

Beginning with the lists of genes significantly differentially regulated between test and control groups (as determined in AltAnalyze above), gene functions that appeared significantly more often were determined by gene ontology (GO) over representation analysis (ORA), performed using GO-Elite v.1 Beta [28]. Maximum raw p-value was set at 0.05. Minimum fold change was 2.0. GO terms and pathway rankings were pruned by z-score with a cutoff of 1.96. Minimum number of changed genes in a term was set at 3. Two-thousand (2000) ORA permutations were performed, and the primary relational gene database was Ensembl.

## Results

### Live Mites on the HSE Surface

In this study, live mites placed on the surface of the HSE burrowed into the epidermis of the skin equivalent (Fig. 1) and induced changes in gene expression that were measured at 48 h post-inoculation. 

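Each Affymetrix Human Gene 1.0ST array measured RNA from a single HSE at the 48 h time point. There were 4 uninoculated controls, 5 HSEs inoculated with live mites and 5 HSEs that received 100 µg of soluble scabies extract protein. The paper states that 50 ng of RNA was amplified per sample and that RIN numbers were above 8.0. The authors processed the arrays with RMA in AltAnalyze 2.0, removed probesets with a detection p above 0.5 or a non-log expression below 1, and summarized constitutive probesets into the log2 expression of 25803 genes. The median over these genes was 6.93 to 6.95 (median 6.94) per array in controls, 6.88 to 6.91 (median 6.91) with live mites and 6.93 to 6.95 (median 6.93) with mite extract. Arrays of the same group correlated at r = 0.986 to 0.994 across genes, which are not independent replicates. Control replicate 3 lay apart from the other arrays on the second principal component (-40.7, the others -17.7 to 14.1).
From these values a limma fit of 3 group means to all 14 arrays gave the log2 fold change, its standard error and a p adjusted over all genes, and a gene counts as changed at an adjusted p under 0.05. The fit pools the spread within the 3 groups, so each comparison's standard error also holds the spread of the group left out of it. The gene lists, the rule for naming genes and most of the 26 alternatives were fixed before the data were examined. Of 35 gene lists, camera with its preset correlation of 0.01 called 19 for live mites against controls (13 without control replicate 3), 12 for mite extract against controls (7 without control replicate 3) and 16 between the treatments (10 without mite extract replicate 4). With an estimated correlation camera called 0 lists, the lowest adjusted p being 0.274, 0.224 and 0.312, whereas fry called 13, 0 and 15. An SD printed with the mean shift of a list is that of the treated HSEs and leaves out the spread between controls. The sources used here do not say whether the HSEs came from different donors or lots, so the p-values measure the spread between HSEs, which their number limits.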

Overall, of the more than 25,800 genes measured, 189 genes were up-regulated >2-fold (Table 1) in response to scabies mite burrowing while 152 genes were down-regulated to the same degree (Table 2).

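Live mites changed 2196 of 25803 genes, of which 1002 were higher and 1194 lower than in controls. Among the largest rises, PRSS22, a serine protease of epithelia, had a log2 fold change of 2.88 (standard error 0.43, adjusted p = 0.00222), CLDN17, a tight junction claudin, of 2.34 (standard error 0.25, adjusted p = 0.000269), and HBEGF, a ligand of the EGF receptor, of 2.24 (standard error 0.30, adjusted p = 0.00168), with n = 5 and n = 4. Among the largest falls, LAMB4, a laminin chain, had a log2 fold change of -2.32 (standard error 0.41, adjusted p = 0.00548) and DAPL1, known from differentiating epithelium, of -2.23 (standard error 0.34, adjusted p = 0.0023). At over 2-fold and an unadjusted p under 0.05, 187 genes were higher and 152 lower, and 165 and 125 of them also passed the adjusted p. In 3118 genes (12.1%) the live-mite and control arrays did not overlap, where chance gives 1.59%.
After re-centring each array on its median, 1345 genes were higher and 940 lower. The counts fell to 557 higher and 616 lower without control replicate 2, 623 and 620 without control replicate 4, 561 and 633 without live mites replicate 1, 676 and 718 without live mites replicate 5, and 493 and 480 where each gene's variance was estimated alone. PRSS22 had 1.85 in the deposited value table. PRSS22 and LAMB4 did not pass in one or both alternatives with each gene's variance estimated alone, with an adjusted p over the 26 alternatives of 0.000924 to 0.0553 and 0.00137 to 0.0619, in this order.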

**Figure 1:**
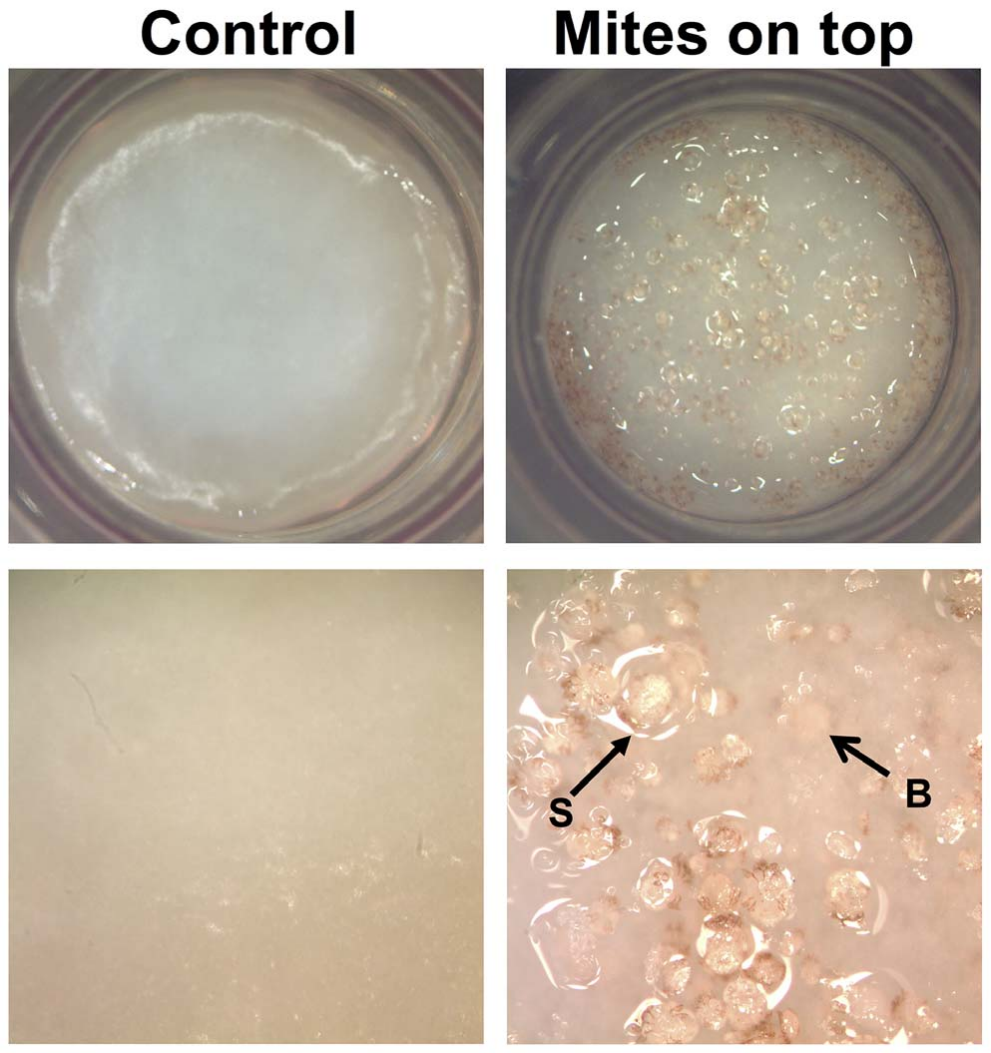
Human skin equivalents (HSEs). Uninoculated controls (left panels) and HSEs inoculated with mites on the top surface (right panels). Mites on the surface (S) or burrowed into (B) the HSE are indicated with arrows.

**Table 1:** Genes most up-regulated at 48 h by human skin equivalents in response to live scabies mites (all >2-fold vs. uninoculated controls). Top 50 and selected others of the 189>2x controls.

Rank	Gene Symbol	Definition	Fold×Cont
**1**	KRT37	Keratin, type I cuticular Ha7	8.46
**2**	IL1F9	Interleukin-1 family member 9 (IL-1F9)	8.06
**3**	IL1B	Interleukin-1 beta Precursor (IL-1β)	7.42
**4**	PRSS22	Brain-specific serine protease 4 Precursor (BSSP-4)	7.39
**5**	ARG1	Arginase-1 (Type I arginase)	7.21
**6**	AC011443.6	Iron/zinc purple acid phosphatase-like protein Precursor	6.10
**7**	CLDN17	Claudin-17	5.08
**8**	AL133512.10		4.90
**9**	LCE3C	Late cornified envelope protein 3C	4.82
**10**	HBEGF	Proheparin-binding EGF-like growth factor Precursor	4.71
**11**	SLC7A2	Low affinity cationic amino acid transporter 2 (CAT-2)	4.60
**12**	AC006032.2		4.03
**13**	FCHSD1	FCH and double SH3 domains protein 1	4.02
**14**	RASGEF1B	Ras-GEF domain-containing family member 1B (GPI γ-4)	3.99
**15**	CSF2	Granulocyte-macrophage colony-stimulating factor Precursor (GM-CSF)	3.99
**16**	AGPAT9	1-acyl-sn-glycerol-3-phosphate acyltransferase theta	3.96
**17**	IL1RL1	Interleukin-1 receptor-like 1 Precursor	3.75
**18**	LCE3A	Late cornified envelope protein 3A (Late envelope protein 13)	3.71
**19**	AC026689.6		3.67
**20**	AC004510.1	Urothelial cancer associated 1 (UCA1)	3.63
**21**	KIAA1239	Leucine-rich repeat and WD repeat-containing protein KIAA1239	3.62
**22**	RHCG	Ammonium transporter Rh type C	3.54
**23**	SELE	E-selectin Precursor (Endothelial leukocyte adhesion molecule 1; ELAM-1)	3.54
**24**	RNF39	RING finger protein 39 (Protein HZFw)	3.53
**25**	GPR160	Probable G-protein coupled receptor 160	3.46
**26**	TNIP3	TNFAIP3-interacting protein 3 (A20-binding inhibitor of NF-kappa-B activation 3)	3.37
**27**	RNASE13	Ribonuclease-like protein 13 Precursor	3.24
**28**	IL1A	Interleukin-1 alpha Precursor (IL-1α)	3.24
**29**	APOBEC3A	Probable DNA dC->dU-editing enzyme APOBEC-3A (Phorbolin-1)	3.23
**30**	PLA2G4D	Cytosolic phospholipase A2 delta (cPLA2-δ)	3.20
**31**	TRPV3	Transient receptor potential cation channel subfamily V member 3 (TrpV3)	3.17
**32**	PDCD5	Programmed cell death protein 5 (TF-1 cell apoptosis-related protein 19)	3.16
**33**	DHRS9	Dehydrogenase/reductase SDR family member 9 Precursor	3.13
**34**	ARRDC4	Arrestin domain-containing protein 4	3.11
**35**	OLAH	S-acyl fatty acid synthase thioesterase, medium chain	3.11
**36**	CCL20	C-C motif chemokine 20 Precursor (MIP-3α)[Contains CCL20(1-67)]	3.09
**37**	KLK9	Kallikrein-9 Precursor (Kallikrein-like protein; (KLK-L3)	3.06
**38**	HEPHL1	Hephaestin-like protein 1 Precursor	3.06
**39**	OASL	59 kDa 2′-5′-oligoadenylate synthetase-like protein (TRIP-14)	3.04
**40**	U1	U1 spliceosomal RNA	3.01
**41**	LIPK	Lipase member K Precursor	2.98
**42**	VNN3	Vascular non-inflammatory molecule 3 Precursor (Vanin-3)	2.97
**43**	CXCL5	C-X-C motif chemokine 5 Precursor (Epithelial-derived neutrophil-activating protein 78)	2.93
**44**	LIF	Leukemia inhibitory factor Precursor (LIF)	2.92
**45**	CHRNB1	Acetylcholine receptor subunit beta Precursor	2.91
**46**	ZNF208	Zinc finger protein 208	2.89
**47**	DAZL	Deleted in azoospermia-like (DAZ-like autosomal)	2.87
**48**	ESM1	Endothelial cell-specific molecule 1 Precursor (ESM-1 secretory protein)	2.85
**49**	ELF3	ETS-related transcription factor Elf-3 (ESE-1)	2.83
**50**	IL23A	Interleukin-23 subunit alpha Precursor (IL-23 subunit α)	2.83
**52**	CSF3	Granulocyte colony-stimulating factor Precursor (G-CSF)	2.80
**69**	CCL5	C-C motif chemokine 5 Precursor (T-cell-specific protein RANTES)	2.63
**79**	IL11	Interleukin-11 Precursor (IL-11)	2.46
**84**	IL13RA2	Interleukin-13 receptor alpha-2 chain Precursor (Interleukin-13-binding protein)	2.43
**85**	TGFB2	Transforming growth factor beta-2 Precursor (TGF-β2)	2.43
**86**	CXCL6	C-X-C motif chemokine 6 Precursor (Granulocyte chemotactic protein 2; GCP-2)	2.42
**96**	IL20	Interleukin-20 Precursor (IL-20)	2.37
**124**	CCL3	C-C motif chemokine 3 Precursor (Macrophage inflammatory protein 1-alpha; MIP-1α)	2.19
**150**	LCE2D	Late cornified envelope protein 2D (Late envelope protein 12)	2.12
**156**	KRT75	Keratin, type II cytoskeletal 75	2.11
**160**	CXCL2	C-X-C motif chemokine 2 Precursor (Macrophage inflammatory protein 2-alpha; MIP-2α)	2.10
**163**	KRT38	Keratin, type I cuticular Ha8 (Hair keratin, type I Ha8)	2.09
**184**	LCE3D	Late cornified envelope protein 3D (Late envelope protein 16)	2.01
**186**	IL1F6	Interleukin-1 family member 6 (IL-1F6)	2.01

**Table 2:** Genes most down-regulated at 48 h by human skin equivalents in response to live scabies mites (all >2-fold vs. uninoculated controls). Top 50 and selected others of the 152>2× controls.

Rank	Gene Symbol	Definition	Fold×Cont
**1**	CYP3A7	Cytochrome P450 3A7	−6.03
**2**	AKR1B10	Aldo-keto reductase family 1 member B10	−5.03
**3**	LAMB4	Laminin subunit beta-4 Precursor (Laminin beta-1-related protein)	−5.00
**4**	DAPL1	Death-associated protein-like 1 (Early epithelial differentiation-associated protein)	−4.67
**5**	AADAC	Arylacetamide deacetylase (AADAC)	−4.29
**6**	HTR3A	5-hydroxytryptamine receptor 3A Precursor (5-HT3R)	−4.22
**7**	C10orf99	Putative uncharacterized protein C10orf99 Precursor	−4.01
**8**	CXCL12	Stromal cell-derived factor 1 Precursor (SDF-1)(C-X-C motif chemokine 12)	−3.93
**9**	ANKRD18A	Ankyrin repeat domain-containing protein 18A	−3.76
**10**	AC108671.5	Putative nmrA-like family domain-containing protein	−3.69
**11**	AL359075.15	Putative uncharacterized protein ENSP00000383760 Fragment	−3.51
**12**	ALDH3A1	Aldehyde dehydrogenase, dimeric NADP-preferring (ALDHIII)	−3.29
**13**	PARP9	Poly [ADP-ribose] polymerase 9 (PARP-9)	−3.15
**14**	40790	Septin-4 (Cell division control-related protein 2)	−3.09
**15**	ANK2	Ankyrin-2 (Brain ankyrin; Ankyrin-B; Non-erythroid ankyrin)	−3.08
**16**	GATM	Glycine amidinotransferase, mitochondrial Precursor (Transamidinase)	−3.06
**17**	PXMP4	Peroxisomal membrane protein 4 (24 kDa peroxisomal intrinsic membrane protein)	−3.05
**18**	GBP6	Guanylate-binding protein 6 (GTP-binding protein 6)	−3.01
**19**	AC105921.5-6		−2.88
**20**	CA13	Carbonic anhydrase 13	−2.85
**21**	KRT77	Keratin, type II cytoskeletal 1b (Cytokeratin-1B; Keratin-77)	−2.82
**22**	SEPP1	Selenoprotein P Precursor (SeP)	−2.80
**23**	GNAL	Guanine nucleotide-binding protein G subunit alpha, olfactory type	−2.77
**24**	SLC44A3	Choline transporter-like protein 3	−2.77
**25**	MX1	Interferon-induced GTP-binding protein Mx1	−2.68
**26**	ANK3	Ankyrin-3 (ANK-3; Ankyrin-G)	−2.68
**27**	U4	U4 spliceosomal RNA	−2.67
**28**	APOB	Apolipoprotein B-100 Precursor (Apo B-100)	−2.67
**29**	THEM5	Thioesterase superfamily member 5	−2.67
**30**	PSAT1	Phosphoserine aminotransferase	−2.64
**31**	CYP2C18	Cytochrome P450 2C18	−2.64
**32**	CYP3A4	Cytochrome P450 3A4	−2.62
**33**	IFIT1	Interferon-induced protein with tetratricopeptide repeats 1 (IFIT-1)	−2.61
**34**	AC013251.19-1		−2.59
**35**	PSAPL1	Proactivator polypeptide-like 1 Precursor	−2.58
**36**	AK5	Adenylate kinase isoenzyme 5 (AK 5)	−2.58
**37**	OLFML1	Olfactomedin-like protein 1 Precursor	−2.56
**38**	GSTO2	Glutathione S-transferase omega-2 (GSTO-2)	−2.56
**39**	SP110	Sp110 nuclear body protein (Transcriptional coactivator Sp110)	−2.54
**40**	IDH1	Isocitrate dehydrogenase [NADP] cytoplasmic (IDH)	−2.53
**41**	PYDC1	Pyrin domain-containing protein 1 (Pyrin-only protein 1)	−2.52
**42**	BX005195.5	Novel protein similar to contactin associated protein-like 3 (CNTNAP3) Fragment	−2.52
**43**	AL953854.21	Novel protein similar to contactin associated protein-like 3 (CNTNAP3) Fragment	−2.52
**44**	BRCA1	Breast cancer type 1 susceptibility protein (RING finger protein 53)	−2.51
**45**	CNTN1	Contactin-1 Precursor (Neural cell surface protein F3; Glycoprotein gp135)	−2.51
**46**	PCLO	Protein piccolo (Aczonin)	−2.50
**47**	BBOX1	Gamma-butyrobetaine dioxygenase (γ-butyrobetaine hydroxylase)	−2.49
**48**	ASB5	Ankyrin repeat and SOCS box protein 5 (ASB-5)	−2.48
**49**	ADH1C	Alcohol dehydrogenase 1A (Alcohol dehydrogenase subunit alpha)	−2.42
**50**	Y_RNA	Y RNA	−2.42
**53**	CYP3A5	Cytochrome P450 3A5	−2.41
**56**	KRT15	Keratin, type I cytoskeletal 15 (Cytokeratin-15)	−2.37
**61**	TLR3	Toll-like receptor 3 Precursor (CD283 antigen)	−2.33
**64**	CYP2J2	Cytochrome P450 2J2 (Arachidonic acid epoxygenase)	−2.32
**86**	IL12RB2	Interleukin-12 receptor beta-2 chain Precursor (IL-12 receptor β-2)	−2.20
**88**	KRT13	Keratin, type I cytoskeletal 13 (Cytokeratin-13)	−2.20
**90**	CXCL14	C-X-C motif chemokine 14 Precursor (Chemokine BRAK)	−2.19
**118**	KRT1	Keratin, type II cytoskeletal 1 (Cytokeratin-1)	−2.09
**129**	TNFSF10	Tumor necrosis factor ligand superfamily member 10 (TRAIL)	−2.06
**143**	ANKRD18B	Ankyrin repeat domain-containing protein 18B	−2.02
**148**	IL16	Interleukin-16 Precursor (IL-16)	−2.01

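Expression of IL1B, which encodes IL-1β, was 11.87 ± 0.20 (SD, n = 5) on the log2 scale with live mites and 8.97 ± 0.73 (SD, n = 4) in controls, 7.42-fold higher (log2 fold change 2.89, standard error 0.65, adjusted p = 0.016 from limma). IL1A, which encodes IL-1α, was 3.23-fold higher, at 11.64 ± 0.22 (SD, n = 5) against 9.95 ± 0.37 (SD, n = 4) (log2 fold change 1.69, standard error 0.32, adjusted p = 0.0069). CSF2, the gene of GM-CSF, was 3.99-fold higher, at 8.38 ± 0.30 (SD, n = 5) against 6.39 ± 0.48 (SD, n = 4) (log2 fold change 2.00, standard error 0.50, adjusted p = 0.0247). CSF3, the gene of G-CSF, had a log2 fold change of 1.49 (standard error 0.49, adjusted p = 0.077), at 12.49 ± 0.20 (SD, n = 5) against 11.01 ± 0.31 (SD, n = 4), and did not pass the test. All live-mite HSEs (12.20 to 12.77) lay above all controls (10.70 to 11.38) in CSF3. The extract HSEs, whose spread enters this standard error, ranged from 9.07 to 12.31. Of 23 measured genes on a list of other cytokines, 8 were higher, 1 was lower and 14 did not pass (9 higher and 1 lower when adjusted over the list alone). Their mean shift per array was 0.58 ± 0.06 (SD, n = 5), with an adjusted p = 0.00015 from camera and adjusted p = 0.274 with an estimated correlation. LIF, a cytokine of the IL-6 family on this list, had a log2 fold change of 1.55 (standard error 0.32, adjusted p = 0.0115).
IL1A, IL1B and LIF did not pass in one or both alternatives with each gene's variance estimated alone, with an adjusted p over the 26 alternatives of 0.00108 to 0.0539, 0.00108 to 0.0849 and 0.00379 to 0.105, in this order. Leaving out a single array ended the call of CSF2 (adjusted p 0.0014 to 0.0638 over the alternatives, 0.0603, 0.0565 and 0.0598 without control replicates 2, 3 and 4, 0.0621 and 0.0528 without live mites replicates 1 and 5, 0.0638 with a replicate block) and gave one for CSF3 (0.00121 to 0.17, 0.0418 and 0.0229 without mite extract replicates 2 and 5).

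**Figure D1:**
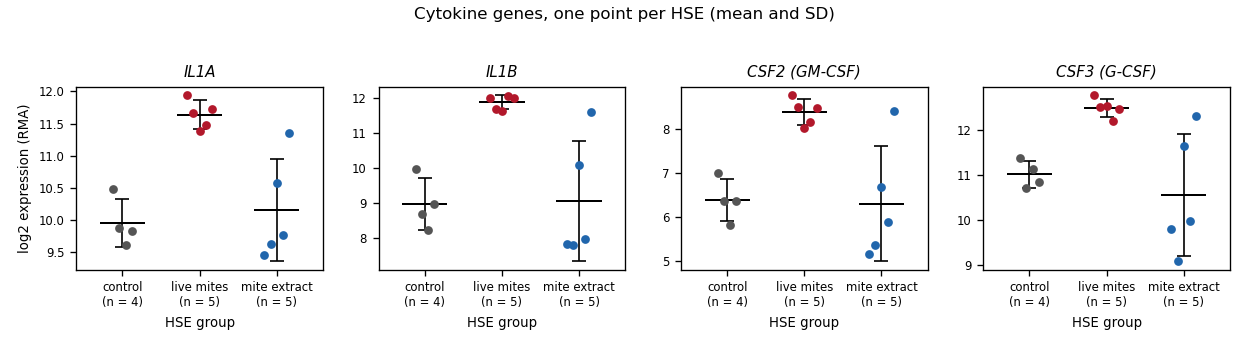
Log2 expression (RMA) of IL1A, IL1B, CSF2 and CSF3 in each HSE by group, with the mean (line) and SD (bars) of 4 control, 5 live-mite and 5 mite-extract HSEs. For IL1B the 5 live-mite HSEs sit between 11.63 and 12.05, above the 4 controls at 8.25 to 9.98.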

We determined that the genes for expression of IL-1α precursor, IL-1β, GM-CSF precursor, and G-CSF precursor were up-regulated 2.8- to 7.4-fold (Table 1). 

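IL1F9, an IL-1 family cytokine now named IL36G, was expressed at 11.09 ± 0.37 (SD, n = 5) with live mites and 8.08 ± 0.64 (SD, n = 4) in controls on the log2 scale. This is an 8.06-fold difference (log2 fold change 3.01, standard error 0.26, adjusted p = 6.50e-05 from limma). Of 17 measured genes of the IL-1 family and its receptors, 7 were higher and 10 did not pass the test (7 higher and 1 lower when adjusted over the list alone). The list's mean shift per array was 0.77 ± 0.13 (SD, n = 5), with an adjusted p = 0.000103 from camera and adjusted p = 0.274 with an estimated correlation. IL1F6, a related cytokine now named IL36A, had a log2 fold change of 1.01 (standard error 0.19, adjusted p = 0.00705). IL1F9 and IL1F6 did not pass in one or both alternatives with each gene's variance estimated alone, with an adjusted p over the 26 alternatives of 2.08e-05 to 0.0538 and 0.00473 to 0.104, in this order.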

The IL1F9 gene was expressed 8-fold more than in controls and was the second most up-regulated gene. This gene codes for a protein in the IL-1 cytokine family. Scabies mites induced a 3.75-times up-regulated expression of the gene IL1RL1 (IL-1 receptor-like precursor) above its constitutive expression. Likewise, the genes for the receptors IL1R2 and IL13RA2 were also up-regulated >2-fold (Table 1).

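IL1RL1 encodes ST2, the receptor chain for IL-33. Its log2 expression was 12.06 ± 0.31 (SD, n = 5) in HSEs with live mites and 10.15 ± 0.14 (SD, n = 4) in uninoculated HSEs, a log2 fold change of 1.91 (standard error 0.28, adjusted p = 0.00196) from limma. IL1RL1 stayed at an adjusted p under 0.05 in all 26 alternatives (0.000678 to 0.0289).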

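IL1R2 encodes a decoy receptor that binds IL-1 without signalling. Its log2 expression was 9.42 ± 0.60 (SD, n = 5) with live mites and 7.98 ± 0.32 (SD, n = 4) in controls (log2 fold change 1.44, standard error 0.25, adjusted p = 0.00426 from limma). IL13RA2, a receptor of IL-13, stood at 12.23 ± 0.19 (SD, n = 5) against 10.95 ± 0.41 (SD, n = 4), a log2 fold change of 1.28 (standard error 0.48, adjusted p = 0.116) that did not pass the test. All live-mite HSEs lay above all controls in IL13RA2. The extract HSEs, whose spread enters this standard error, ranged from 8.84 to 12.13. IL1R2 did not pass in one or both alternatives with each gene's variance estimated alone, with an adjusted p over the 26 alternatives of 0.00256 to 0.0859. A call appeared without one of the arrays for IL13RA2 (0.00299 to 0.224, 0.0436 and 0.0476 without mite extract replicates 1 and 5), the range being over the alternatives.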

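KRT37, a hair keratin, was expressed at 9.69 ± 0.72 (SD, n = 5) with live mites and 6.61 ± 0.30 (SD, n = 4) in controls on the log2 scale, 8.46-fold higher (log2 fold change 3.08, standard error 0.31, adjusted p = 0.000224 from limma). Of 22 hair keratin genes measured, 4 were higher and 18 did not pass the test (5 higher when adjusted over the list alone). KRT38 and KRT34, type I hair keratins like KRT37, had log2 fold changes of 1.06 (standard error 0.18, adjusted p = 0.00394) and 0.92 (standard error 0.20, adjusted p = 0.0127). The mean shift of the list per array was 0.39 ± 0.11 (SD, n = 5), with an adjusted p = 0.000496 from camera and adjusted p = 0.274 with an estimated correlation. KRT38 and KRT34 did not pass in one or both alternatives with each gene's variance estimated alone, with an adjusted p over the 26 alternatives of 0.00114 to 0.0715 and 0.00793 to 0.16, in this order.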

The gene most up-regulated was KRT37 (also know as Ha 7). This is a keratin family gene that codes for the type I keratin protein which heterodimerizes with type II keratin to form hair and nails. 

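Late cornified envelope genes encode proteins of the outer epidermis that are incorporated into corneocytes. Of 17 measured, 8 were higher with live mites than in controls and 9 did not pass the test (13 higher when adjusted over the list alone). LCE3C had a log2 fold change of 2.27 (standard error 0.23, adjusted p = 0.000224), LCE3A of 1.89 (standard error 0.20, adjusted p = 0.000231) and LCE3D of 1.01 (standard error 0.12, adjusted p = 0.00044), from limma with n = 5 and n = 4. LCE2D was 11.92 ± 0.37 (SD, n = 5) against 10.83 ± 0.43 (SD, n = 4) on the log2 scale, a log2 fold change of 1.08 (standard error 0.21, adjusted p = 0.00786). The list's mean shift per array was 0.71 ± 0.26 (SD, n = 5), with an adjusted p = 3.79e-10 from camera and adjusted p = 0.278 with an estimated correlation. The list mean of control replicate 3 lay at -0.49 relative to the mean of the controls, the lowest of the 4. LCE3C, LCE3D and LCE2D did not pass in one or both alternatives with each gene's variance estimated alone, with an adjusted p over the 26 alternatives of 7.04e-05 to 0.0538, 0.000235 to 0.0593 and 0.00534 to 0.116, in this order.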

The LCE3C gene encoding for late cornified envelope protein 3C was up-regulated 4.8-fold above constitutive and several other LCE genes (LCE3A, LCE2D, LCE3D) were also up-regulated by >2-fold.

Conversely, several genes that encode for keratins and are associated with keratinization were down-regulated (Table 2). The two genes KRT13 and KRT15, which code for type I cytokeratins, were down-regulated by 2.20 and 2.37 times below constitutive expression. Likewise, the gene KRT77 that codes for a type II keratin, type II cytoskeletal 1b protein, was down-regulated 2.82 times as was KRT1 (2.08-fold down). 

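KRT15, a keratin of basal keratinocytes, was 2.37-fold lower with live mites than in controls (log2 fold change -1.24, standard error 0.25, adjusted p = 0.00923 from limma, n = 5 and n = 4). KRT13 had a log2 fold change of -1.14 (standard error 0.32, adjusted p = 0.0401) and KRT77 of -1.50 (standard error 0.37, adjusted p = 0.0242). KRT1, a main keratin of the suprabasal layers, stood at 11.97 ± 1.08 (SD, n = 5) against 13.03 ± 0.30 (SD, n = 4), a log2 fold change of -1.06 (standard error 0.40, adjusted p = 0.118) that did not pass the test. Of 13 suprabasal keratins and desmosomal genes, 1 was lower, 1 was higher and 11 did not pass (2 lower and 1 higher when adjusted over the list alone), with a list mean of -0.25 ± 0.44 (SD, n = 5) per array and an adjusted p = 0.486 from camera. Live mites replicate 4 had the lowest list mean of the group (-1.02), and among controls replicate 3 had the lowest (-0.54). The list shift was -0.43 without control replicate 3, -0.12 without control replicate 4 and -0.0612 without live mites replicate 4, and the log2 fold change of KRT1 was -0.59 without live mites replicate 4. KRT15 did not pass in one or both alternatives with each gene's variance estimated alone, with an adjusted p over the 26 alternatives of 0.00453 to 0.0957. Leaving out a single array ended the call of KRT77 (adjusted p 0.00913 to 0.117 over the alternatives, 0.0776 without control replicate 4, 0.0547 without live mites replicate 4) and KRT13 (adjusted p 0.0156 to 0.121 over the alternatives, 0.087, 0.108, 0.0526 and 0.064 without control replicates 1, 2, 3 and 4, 0.0713, 0.0747, 0.0521 and 0.0918 without live mites replicates 1, 2, 3 and 5, 0.0508 after quantile normalization again, 0.0646 with a replicate block) and gave one for KRT1 (0.0495 to 0.331, 0.0495 without live mites replicate 4).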

Several members of the Ankyrin (ANK2, ANK3, ASB5, ANKRD18A and ANKRD18B) and Cytochrome P450 (CYP2C18, CYP2J2, CYP3A4, CYP3A5 and CYP3A7) gene families were also down-regulated >2-fold.

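ANK2, an ankyrin that links membrane proteins to the spectrin skeleton, was 3.08-fold lower with live mites than in controls (log2 fold change -1.62, standard error 0.38, adjusted p = 0.0188 from limma, n = 5 and n = 4). ANKRD18A, ANKRD18B and ASB5 had log2 fold changes of -1.91 (standard error 0.50, adjusted p = 0.0298), -1.02 (standard error 0.25, adjusted p = 0.0225) and -1.31 (standard error 0.37, adjusted p = 0.0423), whereas ANK3 had -1.42 (standard error 0.44, adjusted p = 0.0588) and did not pass the test. Of 30 cytochrome P450 genes, 5 were lower, 1 was higher and 24 did not pass (7 lower and 2 higher when adjusted over the list alone). Their mean shift per array was -0.31 ± 0.11 (SD, n = 5), with a median over genes of -0.05 and an adjusted p = 0.139 from camera and adjusted p = 0.0185 from an exact permutation of the list mean, a test added after the values were seen. CYP3A7, CYP2J2 and CYP3A5, enzymes that oxidize drugs and lipids, had log2 fold changes of -2.59 (standard error 0.61, adjusted p = 0.0191), -1.22 (standard error 0.26, adjusted p = 0.0138) and -1.27 (standard error 0.35, adjusted p = 0.0378). CYP2C18 and CYP3A4 had -1.40 (standard error 0.42, adjusted p = 0.0517) and -1.39 (standard error 0.44, adjusted p = 0.062) and did not pass. ANKRD18A, CYP2J2 and CYP3A4 had -0.53, -0.76 and -0.44 in the deposited value table. CYP2J2 did not pass in one or both alternatives with each gene's variance estimated alone, with an adjusted p over the 26 alternatives of 0.0029 to 0.154. Nor did CYP3A7 (0.00679 to 0.153 over the alternatives, 0.0507 with a replicate block) and ANK2 (0.0057 to 0.161 over the alternatives, 0.0558 with a replicate block) pass in each alternative. Leaving out a single array ended the call of CYP3A5 (adjusted p 0.00806 to 0.171 over the alternatives, 0.077, 0.0783, 0.0793 and 0.0579 without control replicates 1, 2, 3 and 4, 0.0603, 0.061 and 0.081 without live mites replicates 1, 3 and 4, 0.074 with a replicate block), ANKRD18A (adjusted p 0.0109 to 0.177 over the alternatives, 0.0826 and 0.0945 without control replicates 2 and 4, 0.062, 0.0659 and 0.0693 without live mites replicates 3, 4 and 5, 0.0514 with a replicate block), ANKRD18B (adjusted p 0.00626 to 0.149 over the alternatives, 0.051, 0.0651 and 0.0729 without control replicates 1, 2 and 4, 0.0589 and 0.0527 without live mites replicates 1 and 5) and ASB5 (adjusted p 0.0164 to 0.166 over the alternatives, 0.0762, 0.10 and 0.065 without control replicates 2, 3 and 4, 0.104, 0.057, 0.0533, 0.0678 and 0.0699 without live mites replicates 1, 2, 3, 4 and 5, 0.108 with a replicate block) and gave one for ANK3 (0.0191 to 0.203, 0.0191 without live mites replicate 2), CYP2C18 (0.0112 to 0.188, 0.0163 without control replicate 3, 0.0478 without live mites replicate 2, 0.0498, 0.043 and 0.0352 without mite extract replicates 1, 2 and 4) and CYP3A4 (0.0246 to 0.208, 0.0483 and 0.0274 without mite extract replicates 1 and 5).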

Gene ontology (GO) groups provide a useful framework for describing the cellular component (C), biological process (P), and molecular function (F) influenced by the expression of a particular set of genes. The 25 GO groups in which the highest percentage of genes were differentially expressed by skin equivalents parasitized with burrowing scabies mites are shown in Table 3. 

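The 25 GO groups of Table 3 hold 59 distinct genes that the authors list as changed. By limma, all 59 passed the thresholds of 2-fold and an unadjusted p under 0.05, 40 of them higher and 19 lower with live mites than in controls, and 32 and 15 also passed at an adjusted p under 0.05. The study chose these genes on the same arrays, so the counts are not independent evidence of their direction. In the group of negative regulation of secretion, 8 of 8 listed genes were higher, among them FST, which binds activins, with a log2 fold change of 1.08 (standard error 0.16, adjusted p = 0.00219). In the group of aromatase activity, whose listed members are cytochrome P450 genes, 4 of 4 were lower at an unadjusted p and 3 of them at an adjusted p. FST did not pass in one or both alternatives with each gene's variance estimated alone, with an adjusted p over the 26 alternatives of 0.000759 to 0.0785.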

Greater than 87% of the genes in all GO groups were measured and for 23 of the 25 most highly ranked groups more than 95% were present. 

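In the authors' deposited table of GO groups, the share of a group's genes that was measured lay between 87.5% and 100% for the 25 groups of Table 3, and 16 of the 25 lay above 95%. For cytokine activity 197 of 208 genes (94.7%) were measured, for keratinization 91 of 92 (98.9%) and for taxis 209 of 213 (98.1%). For the 25 groups of Table 4 the share lay between 87.2% and 99.1%, and 21 lay above 95%. Once rounded, 19 groups of Table 3 and 23 of Table 4 had 95% or more. The lowest share in Table 3 belongs to positive regulation of nuclear division.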

Of the top 15 gene groups expressed, 10 included genes involved in the regulation of the secretion of cytokines. The GO group of genes involved in cytokine activity included 23 genes for cytokines that were changed in HSEs that were challenged by live scabies mites. 

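Of the 23 genes the authors list under cytokine activity, 20 were higher and 3 lower with live mites at over 2-fold and an unadjusted p under 0.05 from limma, and 16 and 3 also passed at an adjusted p under 0.05. The study selected them on these arrays, which makes the direction no independent evidence. BMP2, a bone morphogenetic protein, was expressed at 8.92 ± 0.33 (SD, n = 5) against 7.84 ± 0.34 (SD, n = 4) on the log2 scale (log2 fold change 1.08, standard error 0.23, adjusted p = 0.0113), and TGFB2 at 8.94 ± 0.52 (SD, n = 5) against 7.66 ± 0.31 (SD, n = 4) (log2 fold change 1.28, standard error 0.26, adjusted p = 0.00957). The 3 lower genes were IL16 and the chemokines CXCL12 and CXCL14. BMP2 and TGFB2 did not pass in one or both alternatives with each gene's variance estimated alone, with an adjusted p over the 26 alternatives of 0.00634 to 0.0786 and 0.00402 to 0.082, in this order.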

Six groups included genes for expression of IL-1α while 14 groups included genes for expression of IL-1β. 

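In the authors' lists, IL1A appears in 6 and IL1B in 14 of the 25 GO groups. Every live-mite HSE expressed IL1A above every control, the lowest at 11.38 and the highest control at 10.48 on the log2 scale.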

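Of 91 measured keratinization genes, the authors list 10 as changed (11.0%), and limma gave 9 higher and 1 lower with live mites than in controls, all 10 also at an adjusted p under 0.05. The lower gene was AHNAK2, a large scaffold protein. Of 209 measured taxis genes, the authors list 18 (8.61%), and 14 were higher and 4 lower at over 2-fold and an unadjusted p under 0.05, of which 9 and 4 passed at an adjusted p. FGF2, a fibroblast growth factor listed in both groups, was among the higher ones. The genes were chosen by the study on these arrays and give no independent evidence of direction.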

Of note was that 11% of genes involved in keratinization and 9% of genes in the taxis GO groups changed expression in response to live scabies mites.

**Table 3:** Gene Ontology (GO) groups in which the highest percentage of genes were differentially expressed by human skin equivalents exposed to live scabies mites.

Rank	GO Type	GO Name	# in GO	# Measured	% Present	# Changed	% Changed	Gene symbols of changed genes
**1**	F	interleukin-1 receptor antagonist activity	9	9	100	3	33.3	IL1B, IL1F6, IL1F9
**2**	P	juvenile hormone secretion	24	24	100	7	29.2	ACVR1C, EDN1, FST, IL11, IL1B, INHBA, LIF
**3**	P	positive regulation of tumor necrosis factor production	13	13	100	3	23.1	CLEC7A, FCER1G, TLR3
**4**	P	negative regulation of secretion	41	38	93	8	21.1	ACVR1C, EDN1, FST, IL11, IL1B, INHBA, LIF, SRGN
**5**	P	positive regulation of interleukin-6 production	17	17	100	3	17.6	FCER1G, IL1B, TLR3
**6**	P	vascular endothelial growth factor production	19	18	95	3	16.7	ACE2, IL1A, IL1B
**7**	F	aromatase activity	25	25	100	4	16.0	CYP2C18, CYP2J2, CYP3A5, CYP3A7
**8**	P	positive regulation of angiogenesis	20	20	100	3	15.0	FGF2, IL1A, IL1B
**9**	P	foam cell differentiation	37	36	97	5	13.9	ABCG1, APOB, CSF2, INHBA, LIF
**10**	P	positive regulation of MAPKKK cascade	39	37	95	5	13.5	IL11, IL1B, LIF, TGFB2, TLR3
**11**	P	regulation of vasoconstriction	24	23	96	3	13.0	ACE2, EDN1, HTR2A
**12**	P	cellular aldehyde metabolic process	23	23	100	3	13.0	AKR1B10, ALDH3A1, IDH1
**13**	P	positive regulation of JAK-STAT cascade	24	24	100	3	12.5	CSF2, IL20, LIF
**14**	F	cytokine activity	208	197	95	23	11.7	BMP2, CCL20, CCL3, CCL5, CSF2, CSF3, CXCL12, CXCL14, CXCL2, CXCL5, CXCL6, IL11, IL16, IL1A, IL1B, IL1F6, IL1F9, IL20, IL23A, INHBA, LIF, TGFB2, TNFRSF11B
**15**	P	regulation of cytokine secretion	29	26	90	3	11.5	IL1A, PYDC1, SRGN
**16**	F	oxygen binding	37	36	97	4	11.1	CYP2C18, CYP3A4, CYP3A5, CYP3A7
**17**	P	keratinization	92	91	99	10	11.0	AHNAK2, BMP2, FGF2, FST, IL20, LCE2D, LCE3A, LCE3C, LCE3D, SPRR2D
**18**	P	positive regulation of nuclear division	32	28	88	3	10.7	EDN1, IL1A, IL1B
**19**	P	platelet activating factor secretion	41	38	93	4	10.5	ACE2, IL1A, PYDC1, SRGN
**20**	P	positive regulation of lipid metabolic process	30	29	97	3	10.3	ABCG1, APOB, IL1B
**21**	P	nitric oxide biosynthetic process	35	31	89	3	9.7	EDN1, IL1B, SLC7A2
**22**	P	positive regulation of protein amino acid phosphorylation	78	76	97	7	9.2	BMP2, CSF2, FGF2, IL11, IL1B, IL20, LIF
**23**	P	negative regulation of transport	108	99	92	9	9.1	ACVR1C, EDN1, FST, HTR2A, IL11, IL1B, INHBA, LIF, SRGN
**24**	P	taxis	213	209	98	18	8.6	AC130360.4-3, CCL20, CCL3, CCL5, CXCL12, CXCL14, CXCL2, CXCL5, CXCL6, DEFB4, FCER1G, FGF2, GPR77, IL16, IL1B, ITGA1, TGFB2, TPM3
**25**	P	group transfer coenzyme metabolic process	35	35	100	3	8.6	GBA2, VNN1, VNN3

GO types are characterized according to the gene product’s involvement in biological processes (P) or molecular functions (F).

The 25 GO groups of genes that had the greatest number of genes that changed expression in response to scabies mites are listed in Table 4. In response to burrowing scabies mites, HSEs differentially expressed large numbers of genes that were related to host protective responses including those involved in immune response, defense response, cytokine activity, taxis, response to other organisms, and cell adhesion. 

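Of 47 immune response genes in the authors' lists, 32 were higher and 15 lower with live mites at over 2-fold and an unadjusted p under 0.05 from limma (25 and 12 at an adjusted p). For defense response, 27 were higher and 7 lower of 34 (22 and 4 at an adjusted p), for response to other organism 10 and 8 of 18 (8 and 6), and for cell-cell adhesion 8 and 3 of 11 (7 and 1). FCER1G, a signalling chain of Fc receptors, had a log2 fold change of 1.11 (standard error 0.26, adjusted p = 0.0176), and TLR3, a sensor of double-stranded RNA, of -1.22 (standard error 0.22, adjusted p = 0.00503), with n = 5 and n = 4. Oxidation reduction went mostly the other way, with 4 genes higher and 13 lower of 17 (4 and 10 at an adjusted p). Each group's changed genes were chosen by the study on these arrays and are not independent evidence. FCER1G and TLR3 did not pass in one or both alternatives with each gene's variance estimated alone, with an adjusted p over the 26 alternatives of 0.0128 to 0.194 and 0.00156 to 0.0696, in this order. In the deposited value table FCER1G had 0.39.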

A large number of genes involved in epithelium development and keratinization were also differentially-expressed in response to live scabies mites.

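Of 21 epithelium development genes in the authors' lists, 19 were higher and 2 lower with live mites at over 2-fold and an unadjusted p under 0.05 from limma, 16 and 2 of them at an adjusted p. SPRR2D, a small proline-rich protein of the cornified envelope, was expressed at 9.60 ± 0.49 (SD, n = 5) with live mites and 8.53 ± 0.20 (SD, n = 4) in controls on the log2 scale (log2 fold change 1.06, standard error 0.20, adjusted p = 0.00705). On a list of 23 other cornified envelope genes, fixed before the data were examined but holding SPRR2D as well, 3 were higher and 20 did not pass (6 higher when adjusted over the list alone). Its mean shift per array was 0.26 ± 0.35 (SD, n = 5), with an adjusted p = 0.00761 from camera and adjusted p = 0.517 with an estimated correlation, and control replicate 3 had the lowest list mean of the controls (-0.67). An exact permutation of the list mean did not pass (adjusted p = 0.463). The shift was 0.0395 (adjusted p = 0.335) without control replicate 3, 0.18 (adjusted p = 0.0551) without live mites replicate 2 and 0.40 without live mites replicate 4, with an adjusted p of 0.000207 to 0.335 from camera over all single arrays left out. SPRR2D did not pass in one or both alternatives with each gene's variance estimated alone, with an adjusted p over the 26 alternatives of 0.00419 to 0.104.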

**Table 4:** Gene Ontology (GO) groups in which the greatest number of genes were differentially expressed by human skin equivalents exposed to live scabies mites.

Rank	GO Type	GO Name	# in GO	# Measured	% Present	# Changed	% Changed
**1**	P	immune response	884	771	87	47	6.1
**2**	C	extracellular space	604	576	95	37	6.4
**3**	P	defense response	734	673	92	34	5.1
**4**	P	regulation of body fluid levels	958	939	98	31	3.3
**5**	F	cytokine activity	208	197	95	23	11.7
**6**	P	epithelium development	458	450	98	21	4.7
**7**	P	cellular lipid metabolic process	726	707	97	21	3.0
**8**	P	taxis	213	209	98	18	8.6
**9**	P	response to other organism	273	263	96	18	6.8
**10**	P	oxidation reduction	625	599	96	17	2.8
**11**	P	branching morphogenesis of a tube	303	297	98	16	5.4
**12**	P	cellular amino acid and derivative metabolic process	424	408	96	16	3.9
**13**	P	polyphosphate biosynthetic process	602	593	99	16	2.7
**14**	P	leukocyte activation	372	361	97	15	4.2
**15**	P	regulation of phosphorylation	420	414	99	15	3.6
**16**	C	endoplasmic reticulum membrane	550	537	98	15	2.8
**17**	P	polyphenic determination	584	569	97	15	2.6
**18**	P	developmental growth involved in morphogenesis	248	242	98	14	5.8
**19**	P	regulation of cell cycle	365	359	98	13	3.6
**20**	F	electron carrier activity	287	272	95	12	4.4
**21**	P	pigment accumulation in tissues	185	178	96	11	6.2
**22**	C	microsome	195	188	96	11	5.9
**23**	P	positive regulation of cell proliferation	226	224	99	11	4.9
**24**	P	cell-cell adhesion	342	331	97	11	3.3
**25**	P	keratinization	92	91	99	10	11.0

GO types are characterized according to the gene product’s involvement in cellular components (C), biological processes (P), or molecular functions (F).

### Scabies Mite Extract on the HSE Surface

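With mite extract, 0 of 25803 genes passed an adjusted p under 0.05 against controls in limma, by the authors' deposited p-values or in any other of the 26 alternatives. At an unadjusted p under 0.05, 700 genes were higher and 611 lower, and the lowest adjusted p was 0.369. At over 2-fold, 15 genes were higher and 12 of them also had an unadjusted p under 0.05. Among the 15, GSTT2 and GSTT2B had the same values in every array, so a single measurement counts for both. The groups did not overlap in 402 genes (1.56%, chance gives 1.59%). UPK1A, a uroplakin of epithelial plaques, had a log2 fold change of 1.16 (standard error 0.55, adjusted p = 0.964) and TRAPPC2, a vesicle transport protein, of 1.14 (standard error 0.42, adjusted p = 0.936), with n = 5 and n = 4. UPK1A was high in extract replicates 2 (9.55) and 4 (10.01) alone, and its log2 fold change was 0.73 without replicate 4, while that of TRAPPC2 was 0.00244 in the deposited value table.
Of 17 late cornified envelope genes, none passed over all genes, 16 were higher at an unadjusted p under 0.05 and 16 when adjusted over the list alone. Their mean shift with extract was 0.64 ± 0.17 (SD, n = 5) per array, with an adjusted p = 1.45e-28 from camera and adjusted p = 0.224 with an estimated correlation, and 0.47 without control replicate 3, which is low in these genes. The count of genes over 2-fold at an unadjusted p was 27 without control replicate 4, 19 without mite extract replicate 3 and 7 with the deposited value table.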

When compared to uninoculated controls, only 15 genes were differentially expressed by HSEs exposed to soluble scabies mite extract (Table 5). 

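No gene was over 2-fold lower with mite extract at any p. The largest fall was in NEFL, a neurofilament chain named for this rank after its values were seen, with a log2 fold change of -0.91 (unadjusted p = 0.00379 from limma, adjusted p = 0.934). Of 39 interferon-stimulated genes, none passed, 6 were lower at an unadjusted p under 0.05, and the mean shift per array was -0.28 ± 0.28 (SD, n = 5) (adjusted p = 1.11e-09 from camera, adjusted p = 0.551 with an estimated correlation), or -0.17 without mite extract replicate 3. The 2-fold count was 2 without control replicate 3, 1 without mite extract replicate 1 and 2 without mite extract replicate 5.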

No genes were significantly (>2-fold) down-regulated. Eight of the 15 up-regulated genes were also expressed more by HSEs exposed to burrowing scabies mites including KRT37, IL1F9, ARG1, AC011443.6 and LCE3C. 

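Of 12 genes over 2-fold higher with mite extract at an unadjusted p under 0.05, 8 were also over 2-fold higher with live mites. KRT37 was 7.87 ± 0.43 (SD, n = 5) with extract, a log2 fold change of 1.26 (standard error 0.31, adjusted p = 0.825) from limma, and IL1F9 had 1.00 (standard error 0.26, adjusted p = 0.877). ARG1, an arginase of the urea cycle and of keratinocytes, had a log2 fold change of 2.85 (standard error 0.30, adjusted p = 0.000231) with live mites and 1.25 (standard error 0.30, adjusted p = 0.766) with extract, where replicate 3 stood at 8.98 above the others. LCE3C had 1.27 (standard error 0.23, adjusted p = 0.369) with extract, and AC011443.6 had 2.61 (standard error 0.24, adjusted p = 9.53e-05) with live mites and 1.12 (standard error 0.24, adjusted p = 0.545) with extract. The other shared genes were RNF39, FAM70A and ZNF208, and 7 of the 12 genes passed an adjusted p under 0.05 with live mites.
Both comparisons use the same 4 controls, so chance overlap is raised. Independent lists of these sizes would share 0.087 genes, and 100 simulations of unchanged groups against shared controls gave a mean of 1.6 and at most 40. Across genes, which are not independent replicates, the fold changes of the treatments correlated at r = 0.367, against a simulated mean of 0.568, and at 0.06 when the controls were split 2 and 2 (single arrays left out gave 0.171 without mite extract replicate 5 to 0.49 without mite extract replicate 2). The simulated groups hold no changes, so the correlations are not directly comparable; the covariance was 0.0162, against a simulated mean of 0.0134 and at most 0.0433. The shared count was 13 without control replicate 4, 5 without control replicate 2 or 3 and 5 with the deposited value table.

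**Figure D2:**
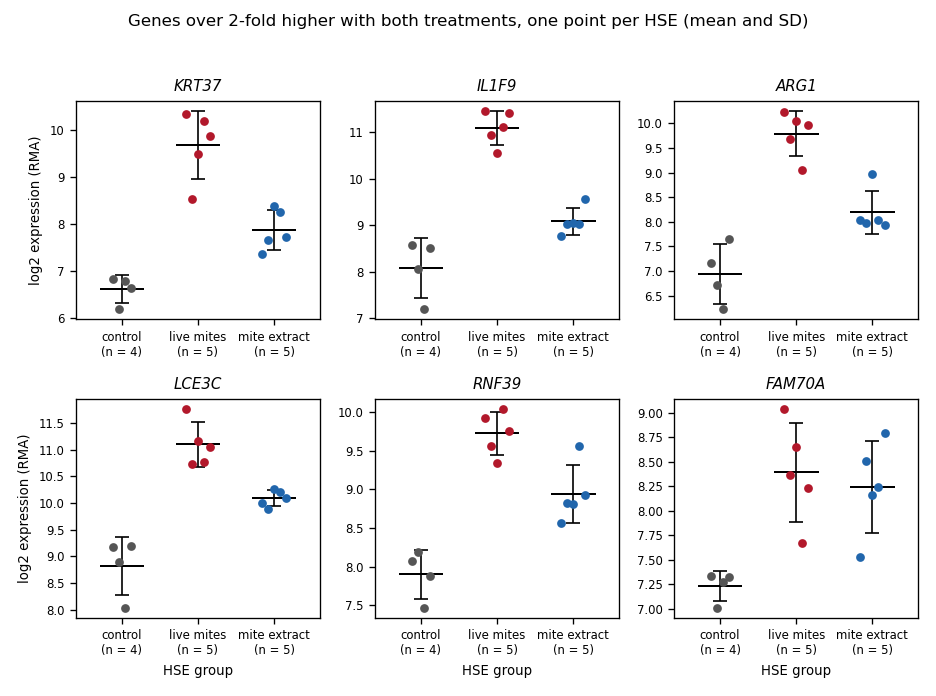
Log2 expression (RMA) of KRT37, IL1F9, ARG1, LCE3C, RNF39 and FAM70A in each HSE by group, with the mean (line) and SD (bars) of 4 control, 5 live-mite and 5 mite-extract HSEs. For LCE3C the 5 extract HSEs average 10.09, between the controls at 8.82 and the live-mite HSEs at 11.09.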

Interestingly, IL1B gene expression was not changed (1.06-fold vs. control).

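IL1B expression averaged 9.06 ± 1.71 (SD, n = 5) with mite extract on the log2 scale, and the fold change of 1.06 did not pass the test (log2 fold change 0.09, standard error 0.65, adjusted p = 1 from limma). The extract HSEs were 7.84, 7.81, 10.08, 7.97 and 11.60 for replicates 1 to 5, while 3 of the 4 controls lay between 8.25 and 8.98. Replicate 5 thus came close to the lowest live-mite HSE, and without it the log2 fold change was -0.55 (adjusted p = 0.971, 0.795 to 1 over the alternatives). Other arrays left out gave -0.17 (mite extract replicate 3) to 0.42 (control replicate 1).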

**Table 5:** Genes up-regulated at 48 h by human skin equivalents in response to scabies mite extract (all >2-fold vs. uninoculated controls).

Rank	Gene Symbol	Definition	Fold×Cont
**1**	ZNF208	Zinc finger protein 208	2.73
**2**	ARMC4	Armadillo repeat-containing protein 4	2.69
**3**	LCE3C	Late cornified envelope protein 3C	2.41
**4**	KRT37	Keratin, type I cuticular Ha7	2.40
**5**	ARG1	Arginase-1 (Type I arginase)	2.38
**6**	GSTT2	Glutathione S-transferase theta 2 (GSTT2)	2.25
**7**	GSTT2B	Glutathione S-transferase theta-2	2.25
**8**	UPK1A	Uroplakin-1a	2.23
**9**	TRAPPC2	Trafficking protein particle complex subunit 2	2.21
**10**	AC011443.6	Iron/zinc purple acid phosphatase-like protein Precursor	2.18
**11**	U6	U6 spliceosomal RNA	2.10
**12**	AC116654.4-4	Immunoglobulin Kappa light chain V gene segment	2.06
**13**	RNF39	RING finger protein 39	2.05
**14**	FAM70A	Protein FAM70A	2.02
**15**	IL1F9	Interleukin-1 family member 9 (IL-1F9)	2.00

## Discussion

Studies using cultured normal human epidermal keratinocytes and dermal fibroblasts and dermal endothelial cells of the microvasculature show a modulation of cytokine secretion and expression of cell adhesion molecules in response to molecules in scabies mite extracts [12], [15], [18], [21]. In those studies, the cytokines and adhesion molecules measured were selected because they were known to play key roles in immune and inflammatory responses. However, as a result of those initial studies, it is now apparent that the possible phenotypic responses to scabies mites and their products are many. It would be a laborious task to select, identify and quantify so many of these. In addition, these previous studies did not determine if mites affect the expression of the receptors for these cytokines. Also, the use of monocultures of cells in a liquid media required the use of extracts made from crushed mite bodies because the mites themselves would not survive in the culture media of the cells. These limitations led us to use a skin model to investigate cytokine secretion [10] and gene expression by skin cells in response to live scabies mites. The use of the HSEs also allows for the cell-cell interaction between epidermal keratinocytes and dermal fibroblasts, as is the case *in vivo.*

Human skin equivalents have physical properties similar to the epidermis and dermis of normal human skin. They consist of an epidermis of stratum corneum above keratinocytes layered over a dermis of fibroblasts. Scabies mites will readily burrow into the epidermis of these HSEs. Thus, the combined inflammatory and innate immune responses of the keratinocytes and fibroblasts and their interactions can be studied in response to burrowing live scabies mites and their products such as saliva and fecal material. Our experiments used one set of HSEs to determine both the cytokine secretion as previously reported in [10] and gene expression responses of normal human epidermal keratinocytes and dermal fibroblasts when these tissues were challenged for 48 h with live mites and their products. By looking at gene expression, many more possible phenotypic responses could then be considered for phenotypic studies. We recognize that expression of a gene may not lead to a measurable phenotypic effect. But, given the long co-evolution of these mites with their mammalian hosts, it provides a bigger picture of the potential affects these mites have on modulating the phenotypic response of the host’s structural cells of the skin and cells involved in inflammatory and immune responses.

This study found that scabies mites influence expression of numerous genes. A particularly interesting finding of this study was the 7.4-fold increase in IL1B gene expression in response to burrowing scabies mites. These same HSEs exhibited a 4-fold increase in the secretion of this cytokine onto their surfaces [10]. The IL1B gene is a member of GO groups involved in the modulation of IL-1ra activity, positive regulation of IL-6 activity and VEGF production (Table 3). These HSEs also secreted increased amounts of IL-1ra, IL-6 and VEGF onto their surfaces in response to burrowing scabies mites [10], perhaps modulated through the increased IL1B gene expression. IL-1β also stimulates the expression of the IL1F9 gene and the secretion of this cytokine by keratinocytes [29] and we observed an 8-fold increase in IL1F9 expression by these HSEs. This cytokine can activate fibroblasts to produce CCL20 [29] and expression of the CCL20 gene was also increased 3-fold in parasitized HSEs (Table 1). 

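CCL20, a chemokine for cells that carry CCR6, was expressed at 10.56 ± 0.31 (SD, n = 5) in HSEs with burrowing mites and 8.93 ± 0.35 (SD, n = 4) in controls on the log2 scale, 3.09-fold higher (log2 fold change 1.63, standard error 0.44, adjusted p = 0.0341 from limma). Without one of the arrays the call ended for CCL20 (adjusted p 0.00149 to 0.0961 over the alternatives, 0.0517, 0.0961 and 0.0792 without control replicates 1, 2 and 4, 0.0827, 0.051, 0.0559 and 0.0673 without live mites replicates 1, 2, 3 and 5, 0.0638 with a replicate block).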

IL1F9 increases IL-6 and IL-8 production by epithelial cells [30] and these HSEs secreted significantly increased amount of these cytokines in response to burrowing mites [10]. IL1F9 genes and cytokines are expressed by keratinocytes during contact hypersensitivity and in psoriasis patients [31]. It is interesting that burrowing scabies mites also induce expression of this gene since these skin diseases share some common clinical features with scabies infestation.

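Of 29 measured cytokine receptor genes, 3 were higher and 2 lower with live mites than in controls, and 24 did not pass the test (3 higher and 3 lower when adjusted over the list alone). IL6R, the IL-6 receptor, had a log2 fold change of 0.62 (standard error 0.14, adjusted p = 0.0175), and IL12RB2, a chain of the IL-12 receptor, fell, with -1.14 (standard error 0.23, adjusted p = 0.00878). The median over the list was -0.10, whereas its mean was 0.0030 (adjusted p = 0.688 from camera), which took either sign without single arrays (-0.0126 without control replicate 3 to 0.0211 without control replicate 1). In the deposited value table IL12RB2 had -0.71. IL12RB2 and IL6R did not pass in one or both alternatives with each gene's variance estimated alone, with an adjusted p over the 26 alternatives of 0.00146 to 0.0526 and 0.00756 to 0.154, in this order.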

While we found that many GO groups exhibiting a high percentage of differential gene expression were ones involved in the secretion of cytokines associated with immune and inflammatory responses, few genes involved with the expression of the receptors for these cytokines changed expression. 

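IL1R1, the signalling receptor of IL-1, stood at 11.37 ± 0.17 (SD, n = 5) with live mites and 11.46 ± 0.23 (SD, n = 4) in controls on the log2 scale. Its log2 fold change of -0.09 (standard error 0.10, adjusted p = 0.662) did not pass limma's test and was 0.0172 without control replicate 3.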

The exceptions were the up-regulated expression of IL-1R1, IL-1R2 and IL-13RA2 genes. Although this would seem to promote inflammation when IL-1 was secreted by HSEs, we also found that the mites up-regulate secretion of IL-1ra that would block the receptor and thus the pro-inflammatory effects of IL-1 [10].

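Among cytokine genes, IL11 was 2.46-fold higher with live mites than in controls (log2 fold change 1.30, standard error 0.30, adjusted p = 0.0192 from limma, n = 5 and n = 4). TGFA, the gene of TGFα and a ligand of the EGF receptor, was 2.00-fold higher (log2 fold change 1.00, standard error 0.14, adjusted p = 0.00169). Of 8 genes on a list of EGF receptor ligands, 4 were higher and 4 did not pass the test (4 higher and 1 lower when adjusted over the list alone). The list includes NRG1, whose protein binds related receptors and not the EGF receptor itself. EREG, another of these ligands, had a log2 fold change of 0.86 (standard error 0.18, adjusted p = 0.0119). The list's mean shift per array was 0.36 ± 0.06 (SD, n = 5), with an adjusted p = 0.028 from camera and adjusted p = 0.274 with an estimated correlation, and was 0.28 (adjusted p = 0.0599) without control replicate 3, with an adjusted p of 0.0161 to 0.0599 from camera over all single arrays left out. TGFA did not pass in one or both alternatives with each gene's variance estimated alone, with an adjusted p over the 26 alternatives of 0.000994 to 0.0784. The call of IL11 (adjusted p 0.00193 to 0.0607 over the alternatives, 0.0568 without control replicate 4, 0.0509 without live mites replicate 1, 0.0607 with a replicate block) ended when an array was left out.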

The genes in the cytokine GO group that changed expression the most were those that code for IL-1α, IL-1β, IL-11, IL-16, IL-20, IL-23, and transforming growth factor-α (TGFα). All of these are multiple function cytokines and associated with inflammation in the skin. IL-16 is produced by keratinocytes [32] and is chemotactic stimulating the migration of CD4+ T-lymphocytes, monocytes and eosinophils [33], [34]. Gene expression for this cytokine was down-regulated and this could be responsible for the delay in inflammatory response observed in early scabies. 

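IL16 expression was 5.26 ± 0.58 (SD, n = 5) with live mites and 6.26 ± 0.20 (SD, n = 4) in controls on the log2 scale, 2.01-fold lower (log2 fold change -1.01, standard error 0.25, adjusted p = 0.0231 from limma). Omitting a single array ended the call of IL16 (adjusted p 0.0138 to 0.152 over the alternatives, 0.0529 and 0.0704 without control replicates 2 and 4, 0.0511 without live mites replicate 4, 0.119 with the deposited value table, 0.0586 with a replicate block). In that value table its log2 fold change was -0.20.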

IL-20 is highly expressed in inflamed tissue such as psoriatic skin [35], [36]. During inflammation, IL-20 regulates the proliferation and differentiation of keratinocytes [35], [37], [38]. Thus, up-regulation of IL-20 may contribute to the proliferation of keratinocytes and development of a thickened epidermis (hyperkeratosis) and the scaly and crusted skin associated with advanced scabies. 

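IL20 was expressed at 6.57 ± 0.21 (SD, n = 5) with live mites against 5.32 ± 0.17 (SD, n = 4) in controls on the log2 scale, 2.37-fold higher (log2 fold change 1.25, standard error 0.18, adjusted p = 0.00179 from limma). IL20 stayed at an adjusted p under 0.05 in all 26 alternatives (0.000219 to 0.0289). Of 31 cell cycle genes, which mark proliferation, 1 was lower and 30 did not pass, with a mean shift per array of -0.27 ± 0.18 (SD, n = 5) (adjusted p = 0.00142 from camera, adjusted p = 0.465 with an estimated correlation). Adjusted over the list alone, none passed, and 7 were lower at an unadjusted p under 0.05. An exact permutation of the list mean did not pass (adjusted p = 0.192).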

IL-23 is produced in excess in psoriatic skin [39]–[44]. *In vivo*, IL-23 is produced by keratinocytes and dendritic cells and its effect in skin pathology is mediated by Th17 cytokines [44]. It has been suggested that blocking IL-17 and IL-23 may suppress chronic inflammatory diseases [41], [44]. Ustekinumab, that blocks IL-23 and IL-12, has been shown to be effective in treating psoriasis [45]. 

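IL23A, which encodes the p19 chain of IL-23, was expressed at 8.29 ± 0.67 (SD, n = 5) with live mites and 6.79 ± 0.25 (SD, n = 4) in controls on the log2 scale. This is a 2.83-fold difference (log2 fold change 1.50, standard error 0.27, adjusted p = 0.00629 from limma). IL23A did not pass in one or both alternatives with each gene's variance estimated alone, with an adjusted p over the 26 alternatives of 0.00321 to 0.101.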

Our finding that the genes for IL-20 and IL-23 are highly expressed in response to burrowing mites raises the question – would blocking these cytokines be a possible novel treatment for reducing the inflammation and itch associated with scabies?

Our earlier studies showed that monocultures of keratinocytes and/or fibroblasts in response to scabies extracts secreted cutaneous T cell-attracting chemokine (CTACK, CCL27), thymic stromal lymphopoietin (TSLP), growth-related oncogene-α (GROα), transforming growth factor-α (TGFα), IL-1β, IL-3, IL-6, IL-8, IL-10, monocyte chemoattractant protein-1 (MCP-1, CCL2), G-CSF, GM-CSF, macrophage colony-stimulating factor (M-CSF), VEGF and thymus- and activation-regulated cytokine (TARC, CCL17) [10]. Mites burrowing into HSEs significantly up-regulated secretion of CTACK, TSLP, IL-1α, IL-1β, IL-1ra, IL-6, IL-8, MCP-1, G-CSF, GM-CSF, and M-CSF [10]. We did not attempt to measure IL-3 and IL-10 secretion by HSEs. Thus, the HSEs did not significantly up-regulate secretion of GROα, TGFα, VEGF, and TARC as did extract-challenged keratinocytes nor did mite-challenged HSEs exhibit a 2-fold change in the expression of the genes for these four cytokines. 

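CXCL1, the gene of GROα, had a log2 fold change of 0.71 (standard error 0.33, adjusted p = 0.197) with live mites from limma (n = 5 and n = 4) and did not pass the test. Its live-mite HSEs lay at 12.57 to 12.90 and its controls at 11.66 to 12.50. The extract HSEs, whose spread enters this standard error, ranged from 10.36 to 12.50. CCL17, the gene of TARC, was 1.42-fold higher, at 6.74 ± 0.19 (SD, n = 5) against 6.23 ± 0.13 (SD, n = 4) on the log2 scale (log2 fold change 0.51, standard error 0.13, adjusted p = 0.0248). TGFA expression was 9.98 ± 0.20 (SD, n = 5) with live mites and 8.98 ± 0.30 (SD, n = 4) in controls, with no overlap between the groups, where chance gives 1.59% of genes. The VEGF gene VEGFA stands on the list of other cytokines, and no value of its own is given here. When arrays were left out in turn, no call remained in some fits for CCL17 (adjusted p 0.00919 to 0.265 over the alternatives, 0.0529 and 0.0784 without control replicates 2 and 4, 0.0593 and 0.0554 without live mites replicates 1 and 4, 0.265 with the deposited value table, 0.0719 with a replicate block). In the deposited value table its log2 fold change was 0.12.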

Placing soluble mite extract on the HSE surface did not significantly stimulate secretion of most of these cytokines [10] nor did it up-regulate cytokine gene expression for any cytokine other than IL-1β. 

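Of the cytokine lists, no gene passed an adjusted p under 0.05 over all genes with mite extract in limma or in any other of the 26 alternatives. At an unadjusted p under 0.05, 3 of 17 genes of the IL-1 family and receptors, 1 of 23 other cytokines and 4 of 28 other chemokines passed, and when adjusted over the list alone 1 gene of the IL-1 family was higher and 1 other chemokine lower. IL1F9, a cytokine of the IL-1 family in the paper's Table 5, had a log2 fold change of 1.00 with extract. The IL-1 family shifted by 0.20 ± 0.20 (SD, n = 5) per array (adjusted p = 0.0265 from camera, adjusted p = 0.551 with an estimated correlation), and by 0.0813 (adjusted p = 0.356) without control replicate 3, 0.17 (adjusted p = 0.0894) without mite extract replicate 3 and 0.12 (adjusted p = 0.231) without mite extract replicate 5, with an adjusted p of 0.00627 to 0.356 from camera over all single arrays left out. The neutrophil-attracting CXC chemokines shifted by -0.48 ± 0.86 (SD, n = 5) (adjusted p = 0.00484 from camera, adjusted p = 0.551 with an estimated correlation), and by -0.30 (adjusted p = 0.0751) without control replicate 1, -0.27 (adjusted p = 0.113) without mite extract replicate 2 and -0.80 without mite extract replicate 5, with an adjusted p of 2.08e-08 to 0.113 from camera over all single arrays left out. In that list, extract replicate 5 lay at 0.79 relative to the controls' mean, and the other replicates between -1.32 and -0.00.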

The differences in the responses of HSEs and monocultured cells and between burrowing mites and mite extracts are difficult to interpret because there can be multiple contributing factors. In the instance of cultured cells, extract molecules in the culture media directly stimulate cells. The composition and concentration of modulating molecules likely varies between what is in an extract and what is released by a burrowing mite. Also, isolated cells (keratinocytes and fibroblasts) may respond differently from these same cells in HSEs that can have cell-cell interactions and interactions with the matrix. Live burrowing mites that penetrate the epidermis of HSEs provide a physical stimulus while extracts placed on the surface of HSEs or in culture media do not. 

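A direct comparison of the HSEs under live mites with those under extract, which share no array, gave 987 genes higher and 1086 lower with live mites at an adjusted p under 0.05 from limma. IL1B differed by a log2 fold change of 2.81 (standard error 0.61, adjusted p = 0.0152) and IL20 by 1.45 (standard error 0.17, adjusted p = 0.000952), with n = 5 in each group. Lower with live mites were CYP3A7, at -2.71 (standard error 0.57, adjusted p = 0.0135), and KRT77, at -2.06 (standard error 0.35, adjusted p = 0.00582). Of 7 neutrophil-attracting CXC chemokines, 6 were higher with live mites (6 when adjusted over the list alone), with a mean difference of 1.34 (adjusted p = 2.19e-05 from camera, adjusted p = 0.312 with an estimated correlation). In 1924 genes (7.46%) the arrays did not overlap, where chance gives 0.794%.
Without single arrays the counts were 461 higher and 382 lower (without mite extract replicate 2), 520 and 481 (mite extract replicate 1), 635 higher (mite extract replicate 4), 521 and 507 (live mites replicate 1), 652 and 670 (live mites replicate 4) and 625 and 607 (live mites replicate 5). IL20, IL1B, CYP3A7 and KRT77 did not pass in one or both alternatives with each gene's variance estimated alone, with an adjusted p over the 26 alternatives of 2.87e-05 to 0.0803, 0.00080 to 0.17, 0.000615 to 0.112 and 0.00173 to 0.104, in this order. The paper finds the differences between burrowing mites and extract difficult to interpret, since multiple factors can contribute. It names a physical stimulus that an extract on the surface does not give, and molecules whose composition and concentration it considers likely to vary.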

There are undoubtedly differences in the local concentration of molecules from the live mite secretions (area around the mouth parts and anus) and an extract although the later likely contains all the molecules that the mite secretes. Also, the nature of the monoculture experiments are such that the cytokines that are measured have accumulated over time in the culture medium while gene expression only represents the genes expressed at the instant the tissue is harvested.

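CCL3 and CCL5, chemokines for monocytes and T cells, were 2.19-fold and 2.63-fold higher with live mites than in controls, with log2 fold changes of 1.13 (standard error 0.25, adjusted p = 0.0149) and 1.39 (standard error 0.36, adjusted p = 0.028) from limma (n = 5 and n = 4). CXCL2, CXCL5 and CXCL6, which attract neutrophils, had log2 fold changes of 1.07 (standard error 0.40, adjusted p = 0.111), 1.55 (standard error 0.54, adjusted p = 0.0887) and 1.28 (standard error 0.58, adjusted p = 0.192) and did not pass the test. Live-mite HSEs lay above all controls in CXCL2 and CXCL5 but not in CXCL6. The extract HSEs, whose spread enters these standard errors, ranged from 8.12 to 10.76, 6.16 to 9.33 and 6.73 to 9.91, in this order. Of 7 such CXC chemokines, none passed over all genes, 5 were higher at an unadjusted p under 0.05 and 3 when adjusted over the list alone. Their mean shift per array was 0.86 ± 0.07 (SD, n = 5), with an adjusted p = 0.00761 from camera and adjusted p = 0.36 with an estimated correlation. The list means of the controls had a wider SD of 0.37 (n = 4). Of 28 other chemokines, 5 were higher, 2 lower and 21 did not pass (7 and 3 when adjusted over the list alone), with a mean shift of 0.21 ± 0.04 (SD, n = 5) (adjusted p = 0.0124 from camera, adjusted p = 0.278 with an estimated correlation). The latter shift was 0.21 (adjusted p = 0.0597) without control replicate 3, with an adjusted p of 0.00473 to 0.0597 from camera over all single arrays left out. Leaving out a single array ended the call of CCL5 (adjusted p 0.00307 to 0.129 over the alternatives, 0.0685 and 0.0892 without control replicates 2 and 4, 0.0608, 0.0502 and 0.0629 without live mites replicates 1, 2 and 5, 0.055 with a replicate block) and gave one for CXCL2 (0.00302 to 0.222, 0.028 without mite extract replicate 5) and CXCL5 (0.0148 to 0.194, 0.0152 without mite extract replicate 5).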

The chemokine genes whose expression was most changed were CCL3 (MIP-1α), CCL5 (RANTES), CCL20 (MIP-3α), CXCL2 (MIP-2α), CXCL5 (ENA-78), CXCL6 (GCP-2), CXCL12 (SDF-1), and CXCL14 (BRAK). All of these genes are members of the taxis GO group. The secretion of these chemokines was not determined. This gene expression is consistent with histological studies of scabietic lesions that show inflammatory cellular infiltrate that concentrates around the mouth parts and anal opening of the burrowing mite [46]. This suggests that the effector molecules responsible for this are associated with salivary secretions and fecal material and that these induce chemotactic responses of cells in the vicinity of the mites. However, CXCL12 and CXCL14 were both down-regulated by >2-fold. 

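CXCL12, a chemokine that fibroblasts secrete, was expressed at 8.95 ± 0.44 (SD, n = 5) with live mites and 10.93 ± 0.33 (SD, n = 4) in controls on the log2 scale, 3.93-fold lower (log2 fold change -1.98, standard error 0.36, adjusted p = 0.00651 from limma). CXCL14 was 2.19-fold lower, at 7.80 ± 0.21 (SD, n = 5) against 8.94 ± 0.19 (SD, n = 4) (log2 fold change -1.13, standard error 0.16, adjusted p = 0.00168). CXCL12 and CXCL14 stayed at an adjusted p under 0.05 in all 26 alternatives, at 0.00143 to 0.0383 and 0.000881 to 0.0294. In the deposited value table they had -1.15 and -2.66.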

CXCL12 stimulates the migration of T-lymphocytes, monocytes and neutrophils [47], [48]. CXCL14 (BRAK) is a chemoattractant for macrophages, immature dendritic cells and natural killer cells [49]. Early down-regulation of these cytokines would be advantageous for the mite as it is attempting to become established in the host skin.

Another GO group with many genes affected by burrowing scabies mites was the keratinization group. This is not surprising because hyperkeratosis with scaly and crusted skin develops as scabies infestations progress over time. 

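AHNAK2, whose large protein lies beneath the plasma membrane, was 2.05-fold lower with live mites, at 9.45 ± 0.27 (SD, n = 5) against 10.48 ± 0.26 (SD, n = 4) in controls on the log2 scale (log2 fold change -1.03, standard error 0.17, adjusted p = 0.00312 from limma). FGF2, a growth factor for fibroblasts and keratinocytes, was 2.76-fold higher, at 11.15 ± 0.26 (SD, n = 5) against 9.69 ± 0.33 (SD, n = 4) (log2 fold change 1.46, standard error 0.25, adjusted p = 0.00394). AHNAK2 and FGF2 stand in the authors' keratinization group beside BMP2, FST, IL20, SPRR2D and 4 late cornified envelope genes. AHNAK2 and FGF2 did not pass in one or both alternatives with each gene's variance estimated alone, with an adjusted p over the 26 alternatives of 0.00216 to 0.0551 and 0.00149 to 0.0504, in this order. In the deposited value table AHNAK2 had -0.57.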

Ten genes associated with keratinization were up-regulated. Most of these genes (LCE2D, LCE3A, LCE3C, LCE3D) are associated with cornification of the epidermis to become stratum corneum. This is not unexpected given that the epidermis is damaged by the burrowing mite. The KRT37 gene was the most up-regulated gene expressed. The KRT37 protein is a type I keratin found in hair and nails. The significance of the change in expression of this gene is unclear but it may be involved in the repair of the epidermis that is damaged by mite burrowing.

### Summary

This study has shown that a large number of genes in skin keratinocytes and fibroblasts are differentially expressed in response to live burrowing scabies mites, their products and physical activity. 

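Of 13 genes of basal keratinocytes, 5 were lower with live mites than in controls and 8 did not pass the test (5 lower when adjusted over the list alone). KRT14 and KRT5, which pair in basal keratinocytes, had log2 fold changes of -0.71 (standard error 0.10, adjusted p = 0.00168) and -0.49 (standard error 0.08, adjusted p = 0.00426) from limma (n = 5 and n = 4). The list's mean shift per array was -0.20 ± 0.09 (SD, n = 5), with an adjusted p = 0.0134 from camera and adjusted p = 0.322 with an estimated correlation. An exact permutation of the list mean did not pass (adjusted p = 0.0833). Of 23 fibroblast genes, 2 were lower and 21 did not pass (4 lower when adjusted over the list alone). SFRP1, an inhibitor of Wnt signalling, had a log2 fold change of -0.84 (standard error 0.16, adjusted p = 0.00811). Their mean shift was -0.28 ± 0.12 (SD, n = 5), with an adjusted p = 0.00143 from camera and adjusted p = 0.465 with an estimated correlation, and control replicate 3 had the highest list mean of the controls (0.34). The fibroblast shift was -0.17 (adjusted p = 0.127) without control replicate 3, with an adjusted p of 0.000128 to 0.127 from camera over all single arrays left out. The log2 fold change of SFRP1 was -0.55 in the deposited value table. KRT14 and SFRP1 did not pass in one or both alternatives with each gene's variance estimated alone, with an adjusted p over the 26 alternatives of 0.000459 to 0.0724 and 0.00527 to 0.0793, in this order.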

The HSEs used in this study consisted of only two cell types (keratinocytes and fibroblasts). 

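Markers of cells that these HSEs should lack were tested as lists. Of 12 macrophage and monocyte markers, 2 were higher with live mites (adjusted p = 0.349 from camera and adjusted p = 0.0185 from an exact permutation of the list mean, a test added after the values were seen), and of 11 Langerhans and dendritic cell markers 2 (adjusted p = 0.30 and adjusted p = 0.0347). The macrophage mean lay at 0.14 to 0.233 in the 5 live-mite HSEs relative to the controls' mean and at most 0.052 in the controls. Yet 6 of the 12 macrophage fold changes were positive and 6 negative, with a median over genes of 0.01. ITGAX, an integrin of myeloid cells, had a log2 fold change of 0.82 (standard error 0.18, adjusted p = 0.0134) from limma (n = 5 and n = 4). None of 11 lymphocyte markers passed (adjusted p = 0.382 from camera, 0 at an unadjusted p under 0.05) and none of 7 melanocyte markers (adjusted p = 0.357, 2 at an unadjusted p under 0.05). Adjusted over the list alone, the counts were the same. Of 10 endothelial markers, SELE, an adhesion molecule that cytokines induce, was the 1 higher gene, with 1.82 (standard error 0.33, adjusted p = 0.00569), and the list had an adjusted p = 0.0303 from camera and adjusted p = 0.278 with an estimated correlation. The endothelial shift of 0.38 was 0.40 (adjusted p = 0.0543) without control replicate 3, 0.32 (adjusted p = 0.125) without control replicate 4 and 0.35 (adjusted p = 0.0541) without live mites replicate 4, with an adjusted p of 0.0115 to 0.125 from camera over all single arrays left out. Of 11 neutrophil and mast cell markers, IL8RA, a receptor of IL-8 now named CXCR1, was the 1 lower gene (1 lower and 1 higher when adjusted over the list alone), with -0.63 (standard error 0.11, adjusted p = 0.00541) (list adjusted p = 0.632 from camera). SELE, ITGAX and IL8RA did not pass in one or both alternatives with each gene's variance estimated alone, with an adjusted p over the 26 alternatives of 0.00192 to 0.0967, 0.00153 to 0.131 and 0.00174 to 0.0781, in this order. SELE had 1.06 in the deposited value table.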

The fibroblasts and keratinocytes in these HSEs seem to be responding to the invading mites and their products with the expected pro-inflammatory response. 

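Of 18 NF-kB target and feedback genes, 7 were higher with live mites than in controls and 11 did not pass the test (14 higher when adjusted over the list alone), and all 18 fold changes were positive. NFKBIZ, TNIP1 and IRAK2, regulators of signalling by IL-1 and Toll-like receptors, had log2 fold changes of 0.83 (standard error 0.15, adjusted p = 0.00569), 0.80 (standard error 0.17, adjusted p = 0.0119) and 0.92 (standard error 0.20, adjusted p = 0.0145) from limma (n = 5 and n = 4). The list's mean shift per array was 0.65 ± 0.13 (SD, n = 5), with an adjusted p = 2.02e-09 from camera and adjusted p = 0.278 with an estimated correlation. Of 15 antimicrobial peptides and alarmins, RNASE7 and DEFB103A were higher, with 1.44 (standard error 0.23, adjusted p = 0.00333) and 1.27 (standard error 0.24, adjusted p = 0.00732), and 13 did not pass (5 higher when adjusted over the list alone). Their mean shift was 0.47 ± 0.31 (SD, n = 5), with an adjusted p = 0.00301 from camera and adjusted p = 0.459 with an estimated correlation, and control replicate 3 had the lowest list mean of the controls (-0.65). An exact permutation of this list mean did not pass (adjusted p = 0.157). The shift of the antimicrobial list was 0.25 (adjusted p = 0.153) without control replicate 3, with an adjusted p of 0.00023 to 0.153 from camera over all single arrays left out. NFKBIZ, RNASE7 and DEFB103A did not pass in one or both alternatives with each gene's variance estimated alone, with an adjusted p over the 26 alternatives of 0.00169 to 0.0793, 0.00228 to 0.0754 and 0.00388 to 0.128, in this order. The paper proposes that keratinocytes and fibroblasts respond to the mites and their products with a pro-inflammatory response.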

*In vivo*, many other cell types also respond to the live scabies mites and their products as well as to the substances produced by keratinocytes and fibroblasts in response to the mites. Thus, there is a complex interaction among many cell types in the skin (including antigen-presenting cells and lymphocytes) in response to scabies. Most of these interactions remain to be identified but those already elucidated involve other cell types including endothelial cells, LCs, dendritic cells and lymphocytes. Likewise, many of the adaptations that scabies mites have evolved to modulate and exploit a host remain to be identified. However, it is clear that these mites are capable of modulating many aspects of the innate and adaptive protective responses of their host enabling them to survive and thrive.

How the deposited data were processed for this re-analysis (not part of the article)

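RNA from 14 human skin equivalents was measured, 1 array per HSE, 48 h after the start of treatment: 4 uninoculated controls, 5 HSEs with live mites and 5 HSEs with mite extract (100 µg of protein). The arrays were matched to groups by their titles, and all 14 were used.
The authors hybridized 50 ng of RNA per sample, after amplification, to Affymetrix Human Gene 1.0 ST arrays and processed them in AltAnalyze 2.0. The gene values that the authors deposited are log2 values from RMA, and cover 25803 genes after probesets with a detection p above 0.5 or a non-log expression below 1 were removed. The authors also deposited group means and log2 fold changes, which equal differences of the group means to within 1.7e-08 on the log2 scale. The signed fold changes deposited by the authors are linear scores that are negative where the first group is lower. The p-values and adjusted p-values deposited by the authors came without the name of a test. A test with each gene's variance estimated alone and taken as equal in both groups gave the same p-values, with a largest difference in log10 p of 0.0019 for live mites and 5.7e-07 for extract. For GO groups the authors deposited counts of changed, measured and annotated genes and symbols of changed genes from GO-Elite (version 1 Beta), at an unadjusted p of at most 0.05 and a fold change of at least 2.0. A series value table, also deposited by the authors, gives log2 RMA values for 33297 transcript clusters, whose software version is not stated. Across genes it correlated with the gene values at r = 0.954 where its probes could be named.
Of the 25803 symbols, 16081 are current, 4108 are older names only and 5614 are neither in the GRCh38.p14 annotation, which was used for names alone. The text keeps the authors' symbols. There are 132 symbols that occur more than once, and 410 genes share a transcript cluster with another gene.
From the gene values, limma 3.58.1 in R 4.3.3 (data.table 1.17.8, jsonlite 2.0.0) fitted 3 group means to the 14 arrays with 11 residual degrees of freedom and 3.49 prior degrees of freedom, without an intensity trend. The 3 comparisons were live mites against controls, mite extract against controls and live mites against mite extract. P-values were two-sided and adjusted by the method of Benjamini and Hochberg over all genes, and a gene was called at an adjusted p under 0.05. For counts that follow the paper's thresholds, a fold change over 2 and an unadjusted p under 0.05 were used. Named genes were those in the paper's text and tables, the 10 largest changes per direction and up to 4 called genes per gene list. Gene lists were written from general knowledge of skin biology, with 613 genes on 35 lists, 601 of them measured. Several lists hold genes that the paper reports as changed on these arrays, so they are not independent of it. The lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, and adjusted over the lists. The mean of each list per array, relative to the mean of the controls, was also tested by exact permutation. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.
On simulated data with 200 changed genes, the same fit recovered 49 of 67 genes changed 1.5-fold (73.1%), 60 of 67 changed 2-fold (89.6%) and 66 of 66 changed 4-fold (100%), with 5 false calls among 180, and gave 0 calls in a simulated comparison without changed genes. The simulated genes varied independently, whereas genes on these arrays are correlated (estimated at 0.777 for late cornified envelope genes). These rates therefore need not hold for the real arrays. The arrays record signal over background and not counts, so genes near background can give compressed fold changes. Arrays of a group correlated at r = 0.986 to 0.994 across genes, and no 2 arrays of a group were treated as technical copies.
The alternatives were each gene's variance estimated alone, with equal or unequal variances, an intensity trend with robust estimates, array weights, only the 2 groups compared, genes above the 25th percentile, arrays re-centred on the median, quantile normalization again, the series value table, the authors' p-values, the replicate number as a block, and each of the 14 arrays left out in turn. An alternative without control replicate 3 and mite extract replicate 5, one with a fold change over 2 at any p, and the exact permutation of list means were added after the values were seen. Because both treatments share the 4 controls, their overlap was compared with 100 simulations of unchanged groups and with the 6 ways of splitting the controls 2 and 2. The counts of genes at an adjusted p, of genes over 2-fold, of shifted lists, of changed genes in the GO groups and of shared genes were compared with 100 splits of the same arrays into groups of the same sizes. Histology and cytokine secretion are not analysed here.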

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

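The search for single arrays that stand apart in a list mean, for list shifts outside the paper's topics, and the 8 tests of explanations given here were chosen only after results were seen; the comparisons with other splits of the arrays were planned.
In a group of 4 or 5 HSEs, an array was singled out when its gap to the nearest other array as a share of the group's range exceeded Dixon's 95% value. Of 105 group and list combinations, 10 passed, where chance flags about 1 in 20 groups. Control replicate 3 passed in 5: its list mean relative to the controls was -0.65 for antimicrobial peptides and alarmins, -0.58 for epidermal proteases and inhibitors, -0.22 for NRF2 targets, 0.34 for fibroblast genes and 0.245 for hypoxia and glycolysis. Live mites replicate 4 passed for suprabasal keratins and desmosomal genes (-1.025) and for simple and mucosal keratins (0.158). Mite extract replicate 5 passed for basal keratinocyte genes (0.075) and the unfolded protein response (0.083), and mite extract replicate 2 for macrophage and monocyte markers (-0.115). Of the genes named in the text, 14 of 273 gene and group combinations passed, about the share chance gives: AKR1C1 in mite extract replicate 2 (8.64), ARG1 in mite extract replicate 3 (8.98), ASB5 in live mites replicate 1 (5.87), CXCL1 in live mites replicate 3 (12.90), IL13RA2 in control replicate 1 (11.57), IL23A in live mites replicate 1 (9.46), IRAK2 in control replicate 2 (8.82), KRT1 in live mites replicate 4 (10.08), LCE3A in live mites replicate 1 (11.35), LCE3D in mite extract replicate 2 (12.21), LIPK in mite extract replicate 4 (8.89), SELE in mite extract replicate 5 (6.32), SPRR2D in mite extract replicate 4 (8.38) and ZNF208 in control replicate 4 (5.55), as log2 expression. The cause was not tested.
The paper does not compare the treatments gene by gene. Against mite extract, 987 genes were higher and 1086 lower with live mites at an adjusted p under 0.05 from limma. Some lists of genes that the paper does not discuss also shifted by camera at its preset correlation. With live mites the mean log2 shifts were 0.65 for NF-kB targets, 0.53 for claudins and tight junctions, 0.52 for barrier lipids, 0.51 for proteases and inhibitors, 0.47 for antimicrobial peptides, 0.38 for endothelial markers, 0.36 for EGF receptor ligands, 0.30 for heat shock, -0.27 for the cell cycle and -0.66 for interferon-stimulated genes. With mite extract they were 0.38 for barrier lipids, 0.18 for proteases and inhibitors, 0.11 for claudins and tight junctions, -0.24 for the cell cycle and -0.28 for interferon-stimulated genes. With an estimated correlation none of these lists passed, the lowest adjusted p being 0.274 with live mites and 0.224 with extract over all 35 lists. By exact permutation of the list mean, 4 of the lists with live mites did not pass. They were barrier lipids (adjusted p = 0.0833), antimicrobial peptides (0.157), heat shock (0.0617) and the cell cycle (0.192). With extract, that permutation passed 0 lists. Several of these shifts depend on single arrays. With live mites, proteases and inhibitors had 0.32 (adjusted p = 0.0543) without control replicate 3, with an adjusted p of 6.69e-06 to 0.0543 from camera over all single arrays left out; antimicrobial peptides 0.25 (adjusted p = 0.153) without control replicate 3, with an adjusted p of 0.00023 to 0.153 from camera over all single arrays left out; barrier lipids 0.30 without control replicate 3; heat shock 0.20 (adjusted p = 0.0634) without control replicate 3, with an adjusted p of 0.00123 to 0.0634 from camera over all single arrays left out; EGF receptor ligands 0.28 (adjusted p = 0.0599) without control replicate 3, with an adjusted p of 0.0161 to 0.0599 from camera over all single arrays left out; and endothelial markers 0.40 (adjusted p = 0.0543) without control replicate 3, 0.32 (adjusted p = 0.125) without control replicate 4 and 0.35 (adjusted p = 0.0541) without live mites replicate 4, with an adjusted p of 0.0115 to 0.125 from camera over all single arrays left out. With extract, barrier lipids had 0.15 without control replicate 3; proteases and inhibitors -0.0095 (adjusted p = 0.894) without control replicate 3 and 0.13 (adjusted p = 0.111) without mite extract replicate 5, with an adjusted p of 0.000118 to 0.894 from camera over all single arrays left out; claudins and tight junctions -0.00783 (adjusted p = 0.802) without control replicate 3 and 0.17 without control replicate 4, with an adjusted p of 0.000366 to 0.802 from camera over all single arrays left out; the cell cycle -0.16 without control replicate 2 and -0.14 without mite extract replicate 4; and interferon-stimulated genes -0.17 without mite extract replicate 3.
In mite extract replicate 5, IL1B lay 3.17 above the mean of the other extract HSEs on the log2 scale. Between control (0) and live-mite (1) means, the median position of this HSE over 61 called genes of the immune lists was 0.469, below the 0.486 of mite extract replicate 3. A live-mite HSE under the extract label would have to lie at the live-mite position in all genes. Over 2135 called genes outside the immune lists, the median position of mite extract replicate 5 was 0.485, where the 5 live-mite HSEs lay at 0.782 to 1.24. Those genes were called by comparing the same 5 live-mite HSEs with the controls, which draws their positions towards 1. A live-mite HSE under the extract label is therefore not excluded by these positions. The authors' normalization stays open, because re-centring, quantile normalization again and the series value table move the median log2 fold change by at most 0.037, 0.0046 and 0.0019, too little to test it (the excess of IL1B was at least 3.05 under them), and the raw intensities are not analysed here. RNA of a live-mite HSE mixed into this HSE cannot be told apart from a response of its own, as the share needed had a median of 0.225 over 143 genes outside the immune lists (quartiles 0.0451 and 0.483) and 0.526 over 22 inside (quartiles 0.20 and 0.752), ranges that overlap. A stronger response of this HSE to the extract is open too, and the design names no condition that would set it apart.
Late cornified envelope genes were higher with mite extract, by a mean of 0.64 on the log2 scale, with all 5 extract HSEs above all controls. The exact permutation p of this list is 0.278 once adjusted over the 35 lists, and the list was picked for its pattern. Low values of control replicate 3 are not the whole of it, as the shift was 0.475 without that array (74.3% of it). A larger share of epidermis in the extract HSEs is argued against, because the shift beyond that of basal keratinocyte genes was 0.752 (exact two-sided p = 0.00794, the smallest possible and not adjusted over lists). A larger share of the differentiated layers alone is not excluded by that test, since barrier lipids (0.38), suprabasal keratins and desmosomal genes (0.26) and other cornified envelope genes (0.23) were also higher, although without control replicate 3 these shifts were 0.15, 0.0798 and 0.00581. The authors' normalization stays open too, as the other normalizations and values, with a shift of at least 0.618, move the arrays too little to test it. A response of these genes to extract remains a hypothesis beside these, found on the same arrays.
Interferon-stimulated genes were lower with live mites, by a mean of -0.66 on the log2 scale, with all 5 live-mite HSEs and 3 of 5 extract HSEs below all controls. The authors' normalization stays open, since the other normalizations and values (shifts of -0.626 to -0.729) move the arrays too little to test it. A smaller share of keratinocytes or fibroblasts cannot be told apart from a response to the mites, since the shift beyond fibroblast genes was -0.382 (exact two-sided p = 0.0794), although beyond basal keratinocyte genes it was -0.463 (exact two-sided p = 0.00794, the smallest possible). Without control replicate 3 the fibroblast shift itself was -0.168 and the shift of interferon-stimulated genes beyond it -0.469 (exact two-sided p = 0.0357).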

How the results depend on the processing

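The alternative without control replicate 3 and mite extract replicate 5, the fold threshold with no p and the permutation of list means were chosen after results were seen. Counts of live mites against controls (1002 higher, 1194 lower, 290 over 2-fold at an adjusted p) were 493, 480 and 182 with each gene's variance estimated alone and by the authors' p-values, and 111, 120 and 57 with unequal variances. Between the treatments (987 higher, 1086 lower, 16 lists) they were 122 and 50 alone and 3, 0 and 8 lists with unequal variances. Leaving out single arrays gave 557 to 1122 higher, 616 to 1309 lower and 13 to 20 lists (19 over all arrays) with live mites, and between the treatments 461 to 1378, 382 to 1518 and 10 to 18 lists. For extract against controls (12 over 2-fold higher, 0 lower, 12 lists) it gave 9 to 27, 0 to 2 and 7 to 15 lists, array weights gave 1 lower and 7 lists, and the series value table 7 higher. The 8 genes shared by the treatments became 5 with that table and 5 to 13 without single arrays, and AKR1C1 between the treatments went from 0.64 to -0.000362 in it, the 1 reversal among 20597 comparisons of named genes. Without control replicate 3 and mite extract replicate 5, extract had 10 lower, the treatments differed in 1613 and 1923 genes, and 5 genes were shared. Camera with an estimated correlation called 0, 0 and 0 lists for live mites, extract and between the treatments, fry 13, 0 and 15 and the permutation 16, 0 and 17. The correlation of the treatments (0.367) was 0.057 with the controls split 2 and 2 and 0.171 to 0.49 without single arrays. Signal over background can compress the fold changes of genes near background, a limit that was not tested.
With a replicate block, live mites gave 624 higher and 640 lower, sharing 1199 of 2196 called genes. The numbers do not pair the HSEs: of 13 pairs 4 correlated over 0.1 (-0.33 to 0.28), and 2 of 14 arrays correlated best with their own number.
For live mites against controls, 100 splits, the real one included, otherwise gave at most 473 higher, 361 lower, 119 and 135 over 2-fold (187 and 152), 149 over 2-fold at an adjusted p, 18 lists (19) and 42 genes of the GO groups (59). Between the treatments they gave at most 173, 173 and 15 lists (16). Only some of the possible splits were drawn, so chance is made less likely for these counts and is not excluded. The GO genes were chosen on the real groups, so their count decides nothing. Without control replicate 3 the 19 lists became 13, and without mite extract replicate 4 the 16 became 10, below those splits. Other splits did reach the 12 genes over 2-fold higher and the 12 lists of extract, with up to 29 and 19, and the 8 shared genes (47). Chance could not be excluded there either. The extract counts of 0 (higher, lower, over 2-fold lower and over 2-fold at an adjusted p) cannot be tested in this way, since every split reaches 0; other splits gave up to 19, 110, 43 and 36. Such calls may reflect differences among these arrays apart from treatment, and the cause was not tested. As many or more was found in 1 of 100 splits for live mites and between the treatments, in 100, 100, 12, 100, 100 and 45 for extract and in 14 for shared genes.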

Differences from the paper's values

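Of 193 values that the paper states, 136 are fold changes, and all 136 had the same direction here. They were recomputed from the authors' own gene values, so this match was given in advance and is no independent evidence. The fold threshold without a p was chosen after results were seen. No fold change differed in direction, or by more than the larger of the compared groups' SD between HSEs on the log2 scale. With the series value table, 27 did. With a replicate block, or without control replicate 2, control replicate 3, mite extract replicate 3 or mite extract replicate 5, 1 did.
The paper counts 189 genes higher and 152 lower with live mites and 15 higher with extract. At over 2-fold and an unadjusted p under 0.05 there were 187, 152 and 12 here, and by the authors' deposited p-values 183, 148 and 11. At a fold change over 2 with no p, chosen after the values were seen, there were 188, 152 and 15.
The paper names IL-1R1 among receptor genes with higher expression. IL1R1 had a log2 fold change of -0.09 (adjusted p = 0.662), while IL1RL1 had 1.91 and IL1R2 1.44.
The paper's discussion states that extract raised expression of IL-1β, and its results state that IL1B was unchanged. IL1B had a log2 fold change of 0.09 with extract (adjusted p = 1). The cytokine gene in the paper's Table 5 is IL1F9, with a log2 fold change of 1.00 that did not pass an adjusted p under 0.05.
The paper places TGFα among the most changed genes of the cytokine group and also states that it stayed below its fold threshold. TGFA had a log2 fold change of 1.00, a fold change of 2.00, and the listed gene of the group is TGFB2 (1.28).
The paper states that 23 of the 25 highest GO groups had over 95% of genes measured. In the authors' deposited counts 16 of the 25 groups of Table 3 and 21 of the 25 of Table 4 lay above 95%, and 19 and 23 had 95% or more once rounded.
The paper states that all listed keratinization genes were higher. Of 10, 9 were higher and AHNAK2 was lower (-1.03).
The paper lists KRT1 among the genes with lower expression. KRT1 had a log2 fold change of -1.06 (adjusted p = 0.118, over the alternatives 0.0495 to 0.331) and an unadjusted p of 0.102 in the authors' deposited table (without live mites replicate 4 it was called at 0.0495, with a log2 fold change of -0.59).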

Other observations

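Lists outside the paper's topics and the genes named from them were picked for this part after results were seen.
With live mites, interferon-stimulated genes fell as a group: of 39, 23 were lower, 1 higher and 15 did not pass (27 and 2 when adjusted over the list alone), with a mean shift per array of -0.66 ± 0.21 (SD, n = 5) (adjusted p = 1.16e-13 from camera, adjusted p = 0.274 with an estimated correlation). PARP9 and SP110, which interferon induces, had log2 fold changes of -1.66 (standard error 0.27, adjusted p = 0.00333) and -1.34 (standard error 0.20, adjusted p = 0.00207), and USP18, a brake on interferon signalling, -1.05 (standard error 0.16, adjusted p = 0.00219). OASL, an antiviral protein, was the exception, with 1.60 (standard error 0.23, adjusted p = 0.00196). The list also holds MX1, IFIT1 and TLR3, which the paper, like PARP9, SP110 and OASL, reports as changed on these arrays. Its shift is thus not independent of the paper's results. PARP9, SP110 and OASL did not pass in one or both alternatives with each gene's variance estimated alone, with an adjusted p over the 26 alternatives of 0.00138 to 0.0604, 0.000778 to 0.0615 and 0.000686 to 0.105, in this order.
Of 13 claudin and tight junction genes, 6 were higher with live mites and 7 did not pass (7 higher when adjusted over the list alone), with a mean shift of 0.53 ± 0.11 (SD, n = 5) (adjusted p = 0.000118 from camera, adjusted p = 0.274 with an estimated correlation). OCLN, which encodes occludin, had a log2 fold change of 0.79 (standard error 0.14, adjusted p = 0.00634) and CLDN4 of 1.06 (standard error 0.22, adjusted p = 0.0119). Of 20 barrier lipid genes, 6 were higher and 14 did not pass (8 higher when adjusted over the list alone), with a mean shift of 0.52 ± 0.25 (SD, n = 5) (adjusted p = 3.24e-06 from camera, adjusted p = 0.351 with an estimated correlation). An exact permutation of the barrier lipid mean did not pass (adjusted p = 0.0833). UGCG, a glucosylceramide synthase, had 0.64 (standard error 0.10, adjusted p = 0.00271) and LIPK, a lipase of cornifying cells, 1.58 (standard error 0.26, adjusted p = 0.0035). Control replicate 3 had the lowest barrier lipid mean of the controls (-0.69), and the barrier lipid shift was 0.30 without control replicate 3. OCLN, CLDN4, UGCG and LIPK did not pass in one or both alternatives with each gene's variance estimated alone, with an adjusted p over the 26 alternatives of 0.00339 to 0.176, 0.00813 to 0.153, 0.00195 to 0.138 and 0.00228 to 0.0744, in this order.
Of 20 epidermal proteases and inhibitors, 5 were higher and 15 did not pass (8 higher when adjusted over the list alone), with a mean shift of 0.51 ± 0.16 (SD, n = 5) (adjusted p = 0.000142 from camera, adjusted p = 0.36 with an estimated correlation). The shift was 0.32 (adjusted p = 0.0543) without control replicate 3, with an adjusted p of 6.69e-06 to 0.0543 from camera over all single arrays left out. PRSS8, a channel-activating protease, had a log2 fold change of 0.99 (standard error 0.17, adjusted p = 0.00439). PRSS8 did not pass in one or both alternatives with each gene's variance estimated alone, with an adjusted p over the 26 alternatives of 0.00148 to 0.0756.
With extract, barrier lipid genes shifted by 0.38 ± 0.14 (SD, n = 5) per array, with 20 of 20 fold changes positive, none past limma's adjusted p under 0.05 and 3 higher at an unadjusted p under 0.05 (adjusted p = 2.96e-09 from camera, adjusted p = 0.551 with an estimated correlation). The shift was 0.15 without control replicate 3. Cell cycle genes shifted by -0.24 ± 0.26 (SD, n = 5), with none past and 5 lower at an unadjusted p under 0.05 (adjusted p = 8.20e-07 from camera, adjusted p = 0.551 with an estimated correlation), and by -0.16 without control replicate 2 and -0.14 without mite extract replicate 4. Other cornified envelope genes had an adjusted p = 0.000673 and suprabasal keratins and desmosomal genes 0.00178 from camera, and 0.653 and 0.653 with an estimated correlation. The cornified envelope shift of 0.23 was 0.00581 (adjusted p = 0.935) without control replicate 3, with an adjusted p of 3.19e-06 to 0.935 from camera over all single arrays left out, and the suprabasal shift of 0.26 was 0.0798 (adjusted p = 0.542) without control replicate 3 and 0.40 without control replicate 4, with an adjusted p of 4.69e-06 to 0.542 from camera over all single arrays left out.
Between the treatments, 11 of 18 NF-kB target and feedback genes were higher with live mites (17 when adjusted over the list alone), with a mean difference of 0.67 (adjusted p = 1.77e-10 from camera, adjusted p = 0.312 with an estimated correlation). Of 30 cytochrome P450 genes 6 were lower with live mites, with a mean difference of -0.37 (adjusted p = 0.0306 from camera, adjusted p = 0.312 with an estimated correlation), or -0.33 (adjusted p = 0.0514) without live mites replicate 4 and -0.31 (adjusted p = 0.0704) without mite extract replicate 2, with an adjusted p of 0.0198 to 0.0704 from camera over all single arrays left out.
With live mites, heat shock genes had an adjusted p = 0.00761 from camera and 0.326 with an estimated correlation (their shift of 0.30 was 0.20 (adjusted p = 0.0634) without control replicate 3, with an adjusted p of 0.00123 to 0.0634 from camera over all single arrays left out), and the lists for wound keratins (0.376), simple and mucosal keratins (0.21), matrix metalloproteinases (0.0522), the unfolded protein response (0.30), hypoxia and glycolysis (0.705), NRF2 targets (0.535), retinoid genes (0.688) and cholesterol synthesis (0.535) did not pass. Without single arrays cholesterol synthesis passed once (adjusted p = 0.0317 without control replicate 3, 0.0317 to 0.936 over the arrays) and matrix metalloproteinases in 8 of 14 fits (0.0198 to 0.298). Median and mean differed in sign in 3 lists with live mites, 1 with extract and 5 between the treatments.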
